# Dietary switch reveals fast coordinated gene expression changes in *Drosophila melanogaster*

**DOI:** 10.18632/aging.100662

**Published:** 2014-05-14

**Authors:** Rachel Whitaker, M. Pilar Gil, Feifei Ding, Marc Tatar, Stephen L. Helfand, Nicola Neretti

**Keywords:** Life span, dietary restriction, dietary switch, gene expression, Drosophila melanogaster

## Abstract

Dietary restriction (DR) reduces age-specific mortality and increases lifespan in many organisms. DR elicits a large number of physiological changes, however many are undoubtedly not related to longevity. Whole-genome gene expression studies have typically revealed hundreds to thousands of differentially expressed genes in response to DR, and a key open question is which subset of genes mediates longevity. Here we performed transcriptional profiling of fruit flies in a closely spaced time series immediately following a switch to the DR regime and identified four patterns of transcriptional dynamics. Most informatively we find 144 genes rapidly switched to the same level observed in the DR cohort and are hence strong candidates as proximal mediators of reduced mortality upon DR. This class was enriched for genes involved in carbohydrate and fatty acid metabolism. Folate biosynthesis was the only pathway enriched for gene up-regulated upon DR. Four among the down-regulated genes are involved in key regulatory steps within the pentose phosphate pathway, which has been previously associated with lifespan extension in *Drosophila*. Combined analysis of dietary switch with whole-genome time-course profiling can identify transcriptional responses that are closely associated with and perhaps causal to longevity assurance conferred by dietary restriction.

## INTRODUCTION

Dietary restriction (DR) extends longevity and delays the occurrence and progression of age associated diseases in a range of organisms [1-4]. The ubiquity of these effects suggests there should be conserved common molecular pathways underlying how animals slow aging in response to DR. Such mechanisms that might be elucidated in model organisms may therefore apply to mammals and even perhaps primates including humans [5, 6].

One approach to discover such underlying mechanisms of longevity assurance is to study age-dependent gene expression in DR relative to normal-diet animals.

Perhaps unsurprisingly, a great many genes are seen to differ between these groups and it is likely that only a fraction of these actually participate in the mechanisms that directly confer longevity assurance. The breadth of overall transcript changes in response to diet is illustrated by meta-analysis of publicly available transcriptional studies. Swindell compiled 40 DR gene expression cases in mouse and identified 12,214 differentially expressed genes [7]. Plank et al. [8] performed a meta-analysis of caloric restriction experiments in mammals as a class and identified common pathway signatures affected by DR, including growth hormone signaling, lipid metabolism, immune response, retinol metabolism, copper ion detoxification, and circadian. Wuttke et al. [9] utilized an even larger set of animals and identified evolutionarily conserved DR gene network, finding that DR commonly suppresses translation and stimulates an ancient reproduction-related process. Fewer analyses of chronic differences between DR and normal food have been conducted with Drosophila. Pletcher et al. [10] examined the chronic effect of DR with samples taken at six and eight different age points in the control and DR cohorts respectively over the course of their lifespan. This design identified 2,079 genes whose transcript abundance associated with adult diet, with down-regulated genes primarily involved in cell growth, metabolism, and reproduction.

An alternative approach builds from analysis of the acute response of transcript levels to a shift in nutrient uptake. Initially this was applied to wholesale shifts in nutrient quality such as acute fasting or removing all dietary protein. Zinke et al. [11] studied second instar Drosophila larvae when starved or when fed only sugar with samples taken at 1, 4, and 12 hours. Based on a criterion where a 4-fold change occurred in at least one time point, 40 genes were regulated upon starvation, but not in sugar conditions, and 51 genes were regulated in sugar condition, but not under starvation. Gershman et al. [12] studied the global gene expression dynamics at high temporal resolution in response to nutrition in Drosophila but only looked at complete yeast deprivation with acute replacement. Approximately 3,500 transcripts responded to nutrition, most notably in the insulin and target of rapamycin pathways, purine synthesis, TCA-biosynthetic functions and mito-chondria biogenesis.

Besides rapidly adjusting transcript profiles to acute changes in diet, diet switches rapidly alter age-specific mortality. When switched from protein to non-protein diets, the age-specific mortality of formally protein-fed adults quickly adopts the mortality rate and trajectory of a continuously non-protein-fed cohort [3, 13, 14]. Remarkably, when flies are shifted from a rich diet to just a relatively restricted diet, within days the cohort adopts the same trajectory of low age-specific of adults continuously maintained on restricted diet (and vice versa for cohorts switched from restricted to rich diets) [3, 13, 14]. These observations suggest that the molecular, cellular and physiological changes caused by DR to extend lifespan must occur within a short time frame after adults experience an alternative diet. Fine scale time series analysis of transcript responses in this window may thus reveal genes that are responsible for the mechanisms of DR longevity assurance. In this report we integrate the fine-scale time series approach of transcriptome analysis with diet switch demography. We quantify mRNA by sequencing from flies immediately following a rich-diet to restricted-diet switch until the time at which the switched cohort acquires the mortality trajectory of its continuously restricted diet control. As reference points we likewise quantify mRNA at each time point from the continuously rich- and restricted-cohorts.

## RESULTS

### Mortality rapidly acquires a restricted diet trajectory upon switch in diet

To identify the potential mechanism most proximally responsible for reduced mortality conferred by DR we applied an experimental protocol where adults are acutely switched from a full diet (control food; CF) to a restricted diet (restricted food; RF). Control food consists of sucrose, yeast and agar, while restricted food contains the same ingredients but with only 1/3 of the sucrose and yeast.

In previous reports, switching adult Drosophila from a full diet to a diet that is diluted for both yeast and sugar causes the mortality rate of the switched cohort to adopt the mortality level and trajectory of a continuously restricted cohort within 2 days [3, 13]. Here, we determined the mortality dynamics of a cohort that is switched between CF and RF. Adult Canton-S flies were collected within 24 hours upon eclosion window and distributed into vials with 25 males and 25 females. 240 vials were assigned to control food (CF cohort). 120 vials were placed on restricted food (RF cohort). Each day, flies were passed onto new food, and dead flies were removed and counted. Mortality rates were estimated daily to determine the time at which there was a measurable separation between the mortality trajectories of the CF and RF cohorts [15]. This appeared at day 40 the number of deaths in both cohorts was sufficiently large to reveal a consistent 1.5-fold difference in age-specific instantaneous mortality rate between cohorts. Accordingly, at day 40, 120 vials were switched from control food to restricted food (Switch Food (SF) cohort). Age-specific mortality of the SF cohort dropped to the level and trajectory of the RF cohort within 3 days (Figure 1A and S1). Our diet switch dynamics based recapitulates the rapid mortality switch reported previously [3, 13].

**Figure 1:**
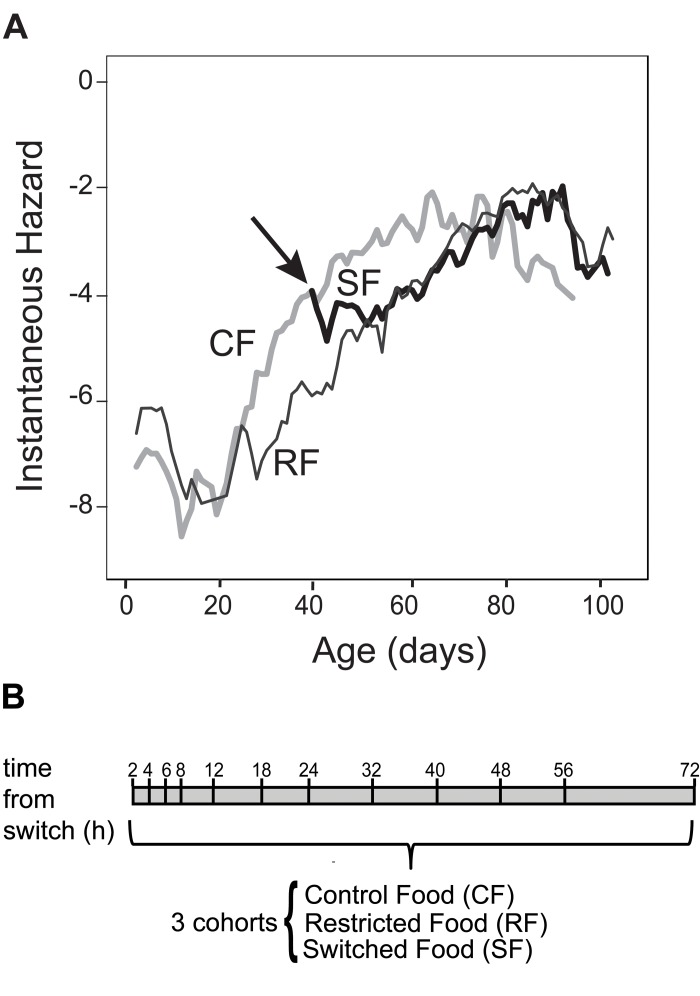
Rationale, experimental design and switch in mortality rate (**A**) Age-specific mortality rates of female Drosophila vary according to dietary levels. Female flies cultured in mixed-sex populations given control food (CF) cohort show an acceleration of age-related increases in mortality rate as compared to females on restricted food (RF) cohort. The flies switched from control food to restricted food (SF) show a deceleration in age-specific mortality rate behaving as the RF cohort. (**B**) Schematic of the experimental design. Canton-S flies were aged for 40 days in a CF or RF diet as described in Materials and Methods. On day 40, half of the flies on the CF diet were switched to the RF diet. The time line (hours) is shown on the top. Total RNA was extracted from head/thorax at the indicated time points from CF, RF and SF cohorts. The processed RNA was hybridized to Affymetrix Drosophila 2.0 arrays

### Transcriptional profiling of diet switch

Transcriptional changes that contribute to reduced mortality during DR must occur within the time-frame when a switched cohort adjusts its mortality to the level of the continuous RF cohort, that is within the three days following the acute diet switch. Hence we profiled gene expression in the CF, RF and SF cohorts at high resolution within the first 72 hours following the diet switch. 

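RNA of head and thorax of female flies was measured on 36 Affymetrix Drosophila 2.0 arrays, 1 array for each of the CF, RF and SF cohorts at each of 12 time points, with no replicate array at a time point. The authors summarized the arrays by quantile normalization and RMA, which gives log2 expression scores, and all 18952 probe sets are in the table used here. The probe sets of the array's own controls (183) were left out, and the 9420 of the other 18769 probe sets with a mean score of at least 6 were tested. RF was compared with CF, SF with CF and SF with RF by limma, each on the 12 pairs of arrays collected at the same time, and the p values of the 3 comparisons were adjusted together by the Benjamini-Hochberg method at 0.05. Values are log2 differences between cohorts over the 12 pairs, with their standard error (SE), and genes go by their current symbols. Gene lists were written before the data were examined, apart from 1 gene left out of the proteasome list later. The paper's results from the same arrays had been seen, and several lists hold genes it names. Tests of those lists are thus not independent of the paper's selection. The lists were tested with fry, which asks whether the genes of a list move on balance in 1 direction. The number of arrays limits the precision, and an array carries no count of molecules.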

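The largest source of variation between the 36 arrays went with eggshell transcripts. The first principal component held 45.9% of the variance, and it followed the mean of 14 eggshell genes, which encode chorion and vitelline membrane proteins (r = 0.898 over 36 arrays). The eggshell mean ran from 9.87 to 12.8 on the log2 scale, with a mean of 11.3 in CF, 11.2 in RF and 11.5 in SF. Chorion gene Cp15 ran from 11.4 to 14.4, and vitelline membrane gene Vm32E from 5.42 to 11.8. The eggshell genes did not differ between RF and CF as a list (adjusted p = 0.830), nor between SF and CF (adjusted p = 0.667) or SF and RF (adjusted p = 0.638), and 0 of the 14 were called by limma or the paired t-test in any of these comparisons (0 at an unadjusted p under 0.05). Counts with the eggshell mean as a covariate, a fit chosen after seeing the data, are given beside several of the results it changes.

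**Figure D1:**
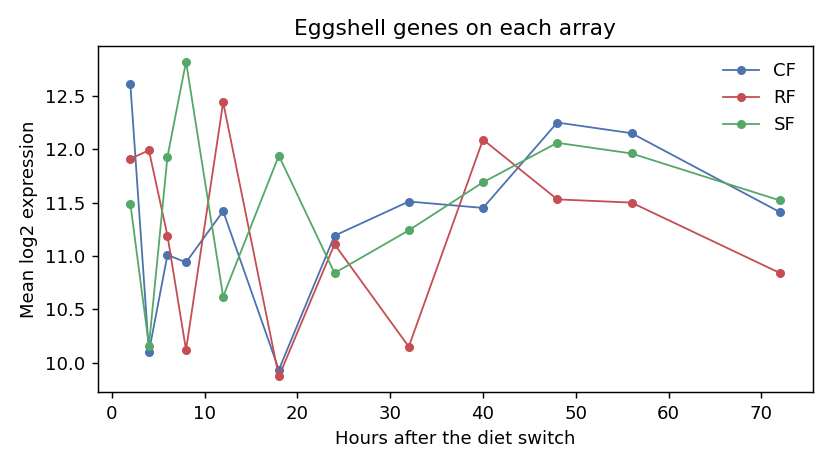
Mean log2 expression of 14 eggshell genes (vertical axis) on each of the 36 arrays against the hours after the diet switch (horizontal axis), 1 point per array and 1 line per cohort. The means lie between 9.87 and 12.8, and the 3 cohorts overlap.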

Beginning at age 40 days we sampled 25 females and 25 males from each of at least 3 vials from each cohort (recording these decrements as censored observations in the life table) at 2, 4, 6, 8, 12, 18, 24, 32, 40, 48, 56, 72 hours (Figure 1B). mRNA was extracted from head and thorax of female flies for transcriptional profiling based on Affymetrix Drosophila 2.0 microarrays.

### Transcript differences among continuously control-fed and restricted-fed cohorts

853 genes were differentially expressed between the CF and RF cohorts as measured across all time points between ages 40 to 43 days. These genes represent all the cumulative and secondary differences produced by 40+ days upon different diets as well as any differences that were required to produce or maintain mortality differences among these cohorts. 

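Genes of alkaline phosphatases and larval storage proteins were among those that changed most between flies kept on either diet. The 9 alkaline phosphatase genes had a median difference of 1.17 in RF minus CF (adjusted p = 1.15e-05 from fry, and adjusted p = 0.0895 with an estimated correlation). Apart from Lsp2, the largest falls in RF were in CG9733 at -1.61 (SE 0.24, adjusted p = 0.00155), CG14219 at -1.51 (SE 0.22, adjusted p = 0.00125) and the zinc transporter gene Zip42C.1 at -1.44 (SE 0.10, adjusted p = 6.12e-06). Lsp1beta, a larval serum protein gene, fell by 1.37 on the log2 scale (SE 0.18, adjusted p = 6.31e-04), and the cuticle protein gene Cpr49Ac fell by 1.35 (SE 0.17, adjusted p = 4.11e-04). Among the largest rises were CG13947 at 1.72 (SE 0.20, adjusted p = 2.62e-04), the serine protease gene Ser8 at 1.18 (SE 0.16, adjusted p = 9.51e-04) and Ag5r2, which encodes a secreted protein of the antigen 5 family, at 1.15 (SE 0.097, adjusted p = 2.50e-05). Of 9420 probe sets, 699 were called between RF and CF, from 649 named genes, and 2163 had an unadjusted p under 0.05. In 561 of the 699 the difference had the same sign at 11 or 12 of the 12 time points. The median size of a called difference was 0.32 on the log2 scale, and 27 of the 699 exceeded 2-fold. At 2 to 18 hours alone 17 probe sets were called (0 to 3 with 1 more time point left out, 27 with the eggshell covariate). At 24 to 72 hours alone 1723 were, and with 1 more time point left out this ran from 463 without 56 hours to 1590 without 48 hours, with 762 without 32, 879 without 24, 914 without 40 and 1420 without 72 hours. With the eggshell covariate it was 209. Without the pairing by time 338 were called, and with limma's array weights 1556.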

The magnitude of these changes ranged between 0.04-fold for Lsp2 to 28.79-fold for CG8147, with most (62.6%) cases representing reduced expression. 

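Lsp2, which encodes a larval serum protein that stores amino acids, scored 7.37 ± 0.89 (SD, n = 12) in RF and 10.5 ± 0.65 (SD, n = 12) in CF. Its difference of -3.17 (SE 0.24, adjusted p = 1.11e-05) is a ratio of RF to CF of 0.111, and it was negative at 12 of 12 time points (exact sign-flip test over the 12 pairs, p = 4.88e-04, the smallest it can give). The alkaline phosphatase gene CG8147, now named phu, scored 10.1 ± 0.88 (SD, n = 12) in RF and 6.72 ± 0.87 (SD, n = 12) in CF. Its difference of 3.36 (SE 0.38, adjusted p = 2.67e-04) is a ratio of 10.3, and it was positive at 11 of 12 time points (exact sign-flip test, p = 9.77e-04). These were the lowest and the highest differences among the calls. At 2 to 18 hours alone neither passed the test (adjusted p = 0.0606 for Lsp2 and 0.229 for CG8147). Of the calls, 449 (64.2%) were higher in RF and 250 (35.8%) were lower.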

Fifteen KEGG pathways (see Methods) are significantly enriched among these differentially expressed genes [16] (Table 1). 

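Genes whose products split sugars or break down fatty acids were lower in RF than in CF. Of 11 maltases and amylases, which split sugars in the gut, 7 fell and 1 rose (9 and 1 adjusted over the list alone), and the list as a whole was lower (adjusted p = 2.74e-04 from fry, and adjusted p = 0.0967 with an estimated correlation). The largest falls were in Mal-A4 at -1.05 (SE 0.12, adjusted p = 1.90e-04) and Mal-A3 at -0.73 (SE 0.11, adjusted p = 0.00189), and Mal-B2 rose by 0.48 (SE 0.074, adjusted p = 0.00218). Of 16 genes of fatty acid beta-oxidation, 6 fell, among them the acyl-CoA dehydrogenase gene CG3902 at -0.43 (SE 0.042, adjusted p = 7.73e-05) and the thiolase gene yip2 at -0.24 (SE 0.038, adjusted p = 0.00274), and 1 rose (10 and 2 adjusted over the list alone). The list was lower as a whole (adjusted p = 2.74e-04 from fry, and adjusted p = 0.108 with an estimated correlation). Of 12 genes of fatty acid and triglyceride synthesis, 3 fell and 2 rose (4 and 3 adjusted over the list alone). Malic enzyme gene Men changed by -0.49 (adjusted p = 1.87e-04) and the fatty acid synthase gene FASN3 by 0.30 (adjusted p = 0.0112). This list tested lower (adjusted p = 0.0482 from fry, and adjusted p = 0.722 with an estimated correlation) although its median change was 0.011 and its mean -0.048, and the call ended without the pairing by time (adjusted p = 0.663), at 24 to 72 hours alone (adjusted p = 0.657) and with each array centred on its median (adjusted p = 0.275). Of 15 genes of glycolysis and gluconeogenesis, Pepck1, the gene of the gluconeogenic enzyme PEPCK, fell by 0.61 on the log2 scale (SE 0.071, adjusted p = 2.88e-04) and the hexokinase gene Hex-C rose by 0.25 (SE 0.058, adjusted p = 0.0302). The call of Hex-C ended without 2, 8, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0512 to 0.0728). That list did not pass as a whole (adjusted p = 0.0711, and adjusted p = 0.0196 with the eggshell covariate), with 2 higher and 2 lower adjusted over the list alone. Of 17 glutathione S-transferases, 4 fell, including GstE7 at -0.42 (adjusted p = 5.41e-04), and GstE4 rose by 0.42 (adjusted p = 0.0066) (8 lower and 3 higher adjusted over the list alone, adjusted p = 0.00872 from fry, and adjusted p = 0.279 with an estimated correlation). That call ended at 24 to 72 hours alone (adjusted p = 0.167) and without the pairing by time (adjusted p = 0.0604).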

Down-regulated genes were particularly associated with pathways of carbohydrate and fatty acid metabolism. Pathways associated with up-regulated genes included folate biosynthesis, ubiquinone/terpenoid- quinone biosynthesis, and oxidative phosphorylation. 

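Subunits of the respiratory chain were higher in RF by small amounts. Of 54 oxidative phosphorylation subunits, 12 rose and 0 fell (39 higher and 1 lower adjusted over the list alone), and 52 of 54 differences were positive, with a median of 0.12. The count of 12 was 7 without 2 hours, 6 without 8, 24, 32, 40, 56 or 72 hours, 5 without 18 or 48 hours, 6 with each array centred on its median and 5 with no filter, and it was 33 with array weights, 20 by the paired t-test with Storey's adjustment and 18 at 24 to 72 hours alone. The largest were ND-B14.5A, a complex I subunit gene, at 0.24 (SE 0.044, adjusted p = 0.00611), and SdhC, a complex II subunit gene, at 0.21 (SE 0.05, adjusted p = 0.0331). The call of SdhC ended without 2, 8, 18, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0585 to 0.0761). The list was higher as a whole (adjusted p = 0.00318 from fry, and adjusted p = 0.251 with an estimated correlation). Its mean was lower on arrays with more eggshell transcripts (r = -0.551 and rho = -0.482 over 36 arrays, adjusted permutation p = 8.46e-04 and 0.0058, and r = -0.531 without the 2 arrays farthest from the median), and the relation was 1 of 9 computed. Within the CF, RF and SF cohorts r was -0.540, -0.615 and -0.638. The flight muscle list was higher in RF as well (adjusted p = 0.00828 from fry, and adjusted p = 0.251 with an estimated correlation), and the RF minus CF differences of both lists went together over the 12 time points (r = 0.750, rho = 0.552 with permutation p = 0.0656 for rho, and r = 0.529 without the 2 farthest). Of 10 genes of pteridine, folate and methyl-group metabolism other than the alkaline phosphatases, 1 fell and 0 rose (3 lower and 0 higher adjusted over the list alone). Shmt, the gene of serine hydroxymethyltransferase, was the gene that fell, at -0.22 (SE 0.049, adjusted p = 0.0238). The call of Shmt ended without 6, 18, 24, 32 or 40 hours (adjusted p = 0.0503 to 0.0594). This list did not pass as a whole (adjusted p = 0.0576), and it was lower with the eggshell covariate (adjusted p = 0.00155).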

Gene Ontology (GO) analysis of biological processes provides a broader platform for classification that recapitulates the KEGG outcomes and identifies up-regulated genes in the categories of proteolysis, cellular respiration and electron transport chain, and down-regulated genes in categories such as lipid modification, multicellular organismal aging and triglyceride homeostasis (Table S1).

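Genes of digestive proteases made in the midgut were higher in RF. Of 23 such genes, 7 rose and 1 fell (12 and 2 adjusted over the list alone), with a median of 0.12 (adjusted p = 0.00828 from fry, and adjusted p = 0.279 with an estimated correlation). Among serine protease genes of the Jonah family, Jon25Bii rose by 0.92 (SE 0.16, adjusted p = 0.00452), Jon66Ci by 0.88 (SE 0.17, adjusted p = 0.00831) and Jon65Ai by 0.76 (SE 0.13, adjusted p = 0.0041). Try29F, a trypsin gene, changed by -0.92 (SE 0.16, adjusted p = 0.00541). The call of the list ended at 24 to 72 hours alone (adjusted p = 0.133) and without the pairing by time (adjusted p = 0.0504). The triglyceride lipase gene bmm, a target of FOXO, changed by -0.24 (SE 0.059, adjusted p = 0.0384), which ended without 6, 8, 18, 32, 40, 56 or 72 hours (adjusted p = 0.0648 to 0.0896).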

**Table 1:** KEGG pathways enriched for down- and up-regulated genes in RF versus CF

Pathway	q value¶	#genes
**Genes Down-regulated**		
Galactose metabolism	2.04E-06	11
Valine, leucine and isoleucine degradation	2.68E-04	9
Fatty acid metabolism	0.001359	8
Fatty acid elongation in mitochondria	0.003086	4
Starch and sucrose metabolism	0.003432	10
Metabolism of xenobiotics by cytochrome P450	0.003432	10
Pentose and glucuronate interconversions	0.004195	8
Pentose phosphate pathway	0.004715	6
Pyruvate metabolism	0.010222	8
Drug metabolism - cytochrome P450	0.010382	9
Glutathione metabolism	0.012249	9
Fructose and mannose metabolism	0.020554	6

**Genes Up-regulated**		
Oxidative phosphorylation	1.70E-10	28
Folate biosynthesis	0.004233	7
Ubiquinone and other terpenoid-quinone biosynthesis	0.005484	4

¶ The Benjamini and Hochberg method was used for Multiple Hypothesis Test correction allowing a maximum value cutoff of 0.05.

### Patterns of transcript dynamics upon diet switch

From the 853 genes that differentiate the CF and RF cohorts, genes likely to cause reduced mortality in DR flies will show temporal dynamics in the SF cohort. These candidate DR affecter genes are expected to depart from the expression level of the CF cohort and acquire the expression level observed in the RF cohort. In a statistical test these Category I switching genes show no significant difference between SF and RF but a significant difference between SF and CF (based on FDR threshold of 0.05, see Methods). 

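Genes called in both RF and SF against CF, with no call between SF and RF, included alkaline phosphatase, storage protein and odorant binding protein genes. A difference between SF and RF that misses the threshold does not show equal levels, and for the storage protein gene Lsp2 SF minus RF was 1.00 (adjusted p = 0.224). CG8147 (phu) rose in SF against CF by 3.40 (SE 0.51, adjusted p = 0.00176), and its SF minus RF difference was 0.044 (adjusted p = 0.965). CG1698 rose by 0.81 (SE 0.14, adjusted p = 0.00382), and CG6933 by 0.77 (SE 0.14, adjusted p = 0.00555). The odorant binding protein gene Obp99a changed by -0.74 (SE 0.092, adjusted p = 4.39e-04) in SF against CF and by -0.91 (adjusted p = 2.17e-05) in RF against CF. CG11892 changed by -1.26 (SE 0.19, adjusted p = 0.00237) and -0.70 (adjusted p = 2.90e-04), and CG10514 by -1.04 (SE 0.17, adjusted p = 0.00341) and -0.53 (adjusted p = 4.00e-04). Their SF minus RF differences of -0.55 (adjusted p = 0.0826) and -0.51 (adjusted p = 0.0980) were not called, and passed for CG11892 without 4 hours (adjusted p = 0.0456) or 12 hours (adjusted p = 0.0250) and for CG10514 without 12 hours (adjusted p = 0.0236). Between SF and CF, 52 probe sets were higher in SF and 118 lower, and 859 had an unadjusted p under 0.05. Without 18, 32, 40 or 48 hours 31, 31, 29 and 33 were higher and 72, 69, 65 and 73 lower, without 56 hours 30 were higher, and without 8 hours 68 were higher and 87 lower. With array weights 210 were higher and 258 lower, with a single fit of the 3 cohorts 92 and 206, and at 24 to 72 hours alone 207 and 199. With RF and CF different, SF and CF different and SF and RF not called, 110 probe sets from 104 genes fell in Category I, 36 higher and 74 lower in RF. Their median SF change was 1.08 of the RF change. Both comparisons share the CF arrays. In simulations, 3 unchanged groups were each drawn with replacement from the residuals of all 36 arrays, and 1 of them stood in for CF in both differences. The correlation of the simulated differences over probe sets had a median of 0.552 (from -0.487 to 0.934) against 0.438 here. Their covariance had a median of 0.00377 (up to 0.0428) against 0.0116, so both lie within the simulated range. With the CF arrays split by alternate time points the correlation was 0.134 and 0.431, and part of the overlap of calls may come from the shared arrays. Of the calls of both comparisons, 38 were higher in both, where 2.48 would be for independent lists, and 74 lower in both, where 3.13 would be. The number in Category I was 63 without 18 hours, 65 without 32 hours, 58 without 40 hours and 69 without 56 hours. It was 52 without the pairing by time, 73 with each comparison adjusted on its own, 242 with array weights, 193 at 24 to 72 hours alone and 0 at 2 to 18 hours alone.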

144 genes produced Category I switching dynamics, illustrated by the case of CG8147 in Figure 2. Category II and III contain genes whose expression level is determined by the nutritional history of the cohort. Category II genes (198 cases, Table 2) retained the expression level of the CF cohort after the time of the diet switch (at all time points: SF = CF and SF ≠ RF), exemplified by CG31446 in Figure 2. 

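Genes called in RF against CF and in SF against RF, with no call between SF and CF, included CG31446, the cuticle protein gene Cpr49Ac and the zinc transporter gene Zip42C.1. CG31446 was higher in RF than in CF by 0.96 (SE 0.091, adjusted p = 6.11e-05), while its SF minus CF difference was 0.12 (adjusted p = 0.614) and its SF minus RF difference -0.83 (SE 0.11, adjusted p = 6.28e-04), negative at 12 of 12 time points. Cpr49Ac was -0.0099 (adjusted p = 0.983) in SF minus CF and 1.34 (SE 0.16, adjusted p = 3.69e-04) in SF minus RF. Zip42C.1 was -0.33 (adjusted p = 0.108) and 1.11 (SE 0.13, adjusted p = 3.92e-04), and CG14219 was -0.19 (adjusted p = 0.601) and 1.31 (SE 0.17, adjusted p = 6.79e-04). CG42397 rose in RF by 1.13 (SE 0.086, adjusted p = 1.05e-05) and was 0.30 (adjusted p = 0.367) in SF minus CF. Between SF and RF, 42 probe sets were higher in SF and 142 lower, and 1166 had an unadjusted p under 0.05. The 142 were 91 without 6 hours, 218 without 12 hours and 91 without 48 hours, and with the eggshell covariate 90 were higher and 271 lower. Category II held 141 probe sets from 136 genes, 107 higher and 34 lower in RF, and their median SF change was 0.065 of the RF change. A difference between SF and CF that misses the threshold does not show that their levels were equal. The number was 86 without 18 hours, 91 without 24 hours, 89 without 48 hours and 92 without 56 hours, and it was 228 with the eggshell covariate, 483 with array weights, 279 at 24 to 72 hours alone and 0 at 2 to 18 hours alone.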

Category III genes (7 cases, Table 2) diverged from the CF cohort expression level after the switch but did not acquire the expression level of the RF cohort within the mortality switch timeframe; exemplified by CG8785 (Figure 2). 

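CG8785 was higher in RF than in CF by 0.89 (SE 0.071, adjusted p = 1.55e-05) and higher in SF than in CF by 0.31 (SE 0.062, adjusted p = 0.0106), and SF minus RF was -0.57 (SE 0.077, adjusted p = 8.00e-04). Ptth, which encodes prothoracicotropic hormone, was 0.56 (SE 0.069, adjusted p = 4.00e-04) in RF minus CF, 0.33 (SE 0.068, adjusted p = 0.0145) in SF minus CF and -0.23 (adjusted p = 0.0457) in SF minus RF. CG15533 went opposite ways in the cohorts, at -0.62 (SE 0.11, adjusted p = 0.005) in RF minus CF and 0.48 (SE 0.10, adjusted p = 0.02) in SF minus CF. These are the 3 probe sets called in all 3 comparisons, and of them Ptth was named after its values were seen. The number was 6 without 4 hours, 9 without 12 hours and 5 without 24 hours, 10 with the eggshell covariate, 46 with array weights, 24 at 24 to 72 hours alone, 11 with a single fit of the 3 cohorts, 1 without the pairing by time and 0 at 2 to 18 hours alone.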

Category IV genes were identified from those that did not differ between RF and CF (not in the set of 853); among these, 12 genes in the SF cohort diverged from the level measured in CF but did not adopt the level seen in RF, exemplified by the CG11594 gene (Figure 2). These *deviating genes* respond to the diet switch but not to chronic DR.

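CG11594 was lower in SF than in CF at -0.62 (SE 0.11, adjusted p = 0.00453) and lower than in RF at -0.51 (SE 0.098, adjusted p = 0.0102), while RF minus CF was -0.11 (adjusted p = 0.492). Pgm1, the gene of phosphoglucomutase, was -0.22 (SE 0.046, adjusted p = 0.0171) in SF minus CF and -0.29 (SE 0.04, adjusted p = 0.00123) in SF minus RF, both negative at 12 of 12 time points. Jabba, a lipid droplet protein gene, was -0.27 (SE 0.06, adjusted p = 0.0223) in SF minus CF at 1 probe set and -0.0061 (adjusted p = 0.984) at its other, and Root was -0.39 (SE 0.09, adjusted p = 0.0285). CG8389 was the single gene higher in SF, at 0.34 (SE 0.085, adjusted p = 0.0413). Category IV held 9 probe sets, 1 higher and 8 lower in SF, and all but CG11594 and Pgm1 were named after their values were seen. The number was 14 without 2 hours, 5 without 18 hours and 4 without 40 hours. It was 18 with the eggshell covariate, 24 with a single fit of the 3 cohorts, 50 with array weights, 52 at 24 to 72 hours alone, 5 with each array centred on its median, 5 with each comparison adjusted on its own, 3 without the pairing by time and 0 at 2 to 18 hours alone.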

**Figure 2:**
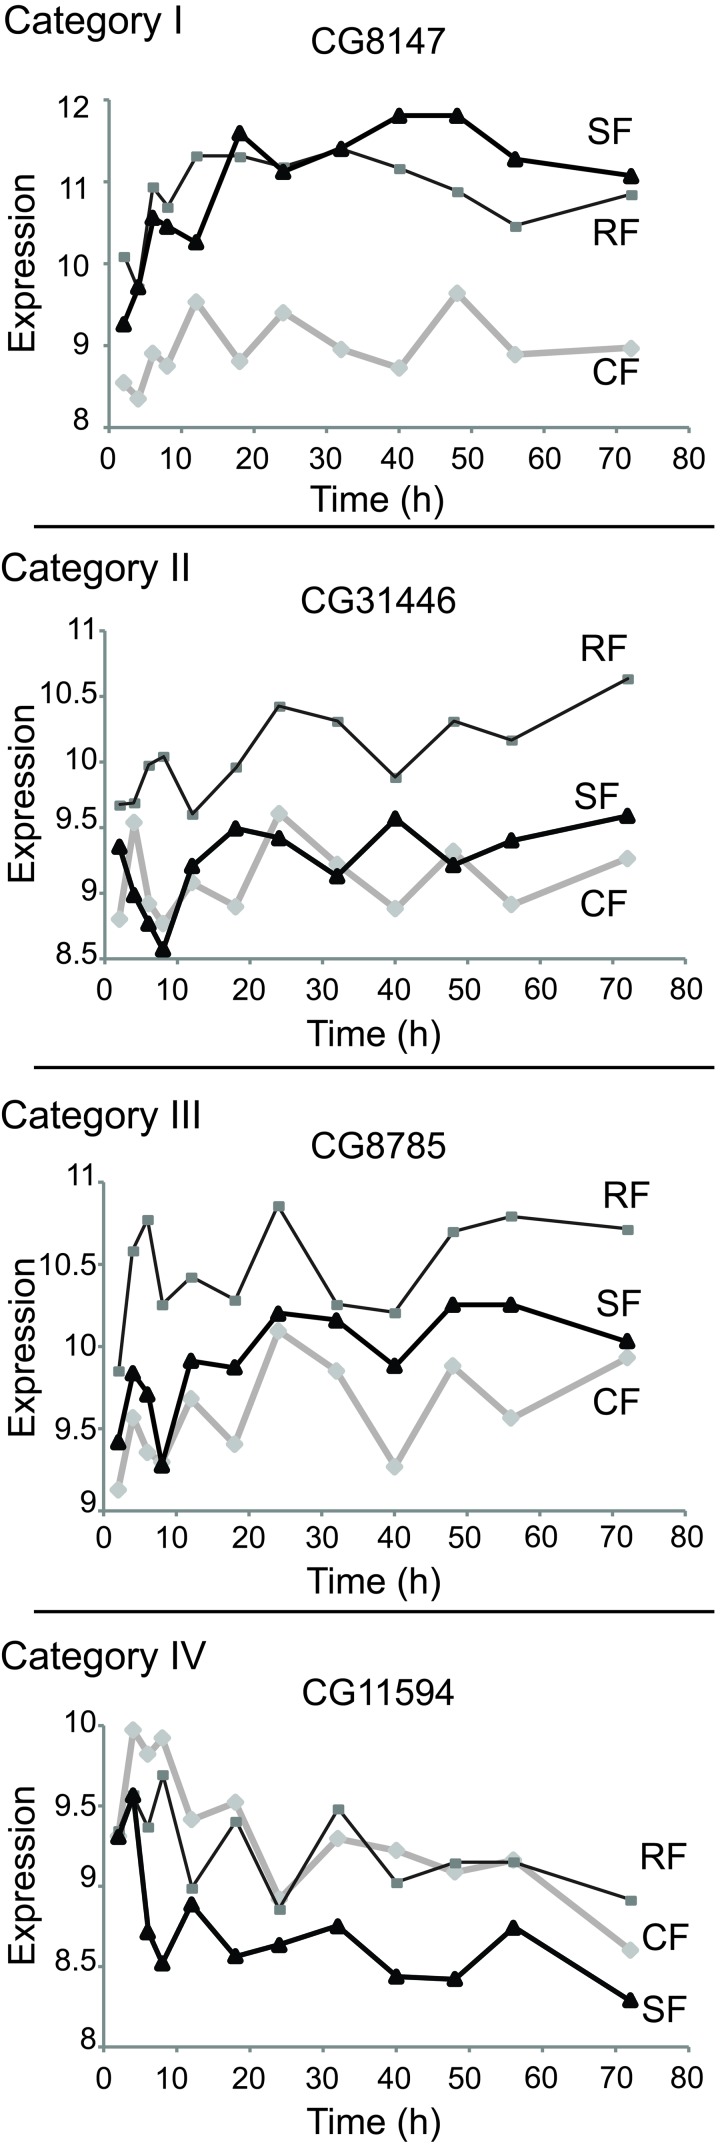
Expression plots of selected genes in each category Shown are examples from each consistent category. Represented in abscises are time points (hours) after switch, in ordinates are shown the mRNA expression scores in the log2 scale

**Table 2:** Distribution of genes in the four main classes of temporal responses to the switch in diet

Categories	Behavior	Interpretation	# Genes	# GO¶	# KEGG¶
**I**	diet dependent & diet responsive & switching	SWITCHING GENE: Response consistent with mortality change	144 99↓ 45↑	110 82↓ 28↑	55 45↓ 10↑
**II**	diet dependent & diet unresponsive & non-switching	REFRACTORY GENE: Level depends on past nutritional history	198 53↓ 145↑	123 34↓ 89↑	48 16↓ 32↑
**III**	diet dependent & diet responsive & non-switching	RESPONSIVE GENE: Response not consistent with mortality change	7 3↓ 4↑	5 3↓ 2↑	3 2↓ 1↑
**IV**	diet independent & diet responsive & non-switching	DEVIATING GENE: Responds to change but not to diet level	12 8↓ 4↑	10 7↓ 3↑	3 2↓ 1↑

¶ The numbers of genes found in GO categories and KEGG pathways correspond to unique non-redundant genes as obtained from FlyMine.

Of the original 853 differences between CF and RF, only 349 genes met the statistical criteria to be assigned to Categories I, II or III. The remaining genes displayed statically indeterminate behavior. Some of these cases, for instance, switched over the course of the entire 72 hours (Figures S2) but too slowly, with too little amplitude or with too much variability to meet statistical significance. These genes are assigned to Categories VI, VII and VIII according to the criteria described in Table S2. 

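Of the 699 probe sets called between RF and CF, 254 fell in Categories I, II and III and 445 in Category VI. CG18135 was 0.36 (SE 0.074, adjusted p = 0.0138) in RF minus CF and 0.32 (adjusted p = 0.0784) in SF minus CF, and its SF change passed without 8 hours (adjusted p = 0.0214). Mal-A6, a maltase gene, was -0.50 (SE 0.066, adjusted p = 6.73e-04) and -0.24 (adjusted p = 0.288). CG11425 was the gene whose SF minus CF difference changed over the time course, at -0.39 at 2 to 18 hours and 2.02 at 24 to 72 hours (difference 2.41, adjusted p = 0.0171). It was the single call of that test, in which 1334 probe sets had an unadjusted p under 0.05. Other splits of the 12 time points into 6 and 6 gave up to 4 calls. The RF minus CF call that puts CG11425 in Category VI ended without 2, 8, 18, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0590 to 0.102). Category VII held 48 probe sets and Category VIII 31. Without 2, 32, 40 or 48 hours Category VII held 77, 27, 30 and 22, and without 2, 4, 6 or 12 hours Category VIII held 47, 59, 20 and 78. With the eggshell covariate Category VIII held 105.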

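Of the 9420 probe sets tested, 8633 from 7177 genes were called in none of the 3 comparisons. By limma, they include all 32 tested cytoplasmic ribosomal protein genes, all 26 tested proteasome subunit genes and all 8 tested circadian clock genes of the lists. At an unadjusted p under 0.05 between RF and CF there were 1, 2 and 0 of these, and the paired t-test called 2 ribosomal protein genes between SF and RF and none of the others. The proteasome gene Rpn3 was called between RF and CF without 4 hours (adjusted p = 0.0332) or 12 hours (adjusted p = 0.0423). The ribosomal protein genes changed little, with RpS5b at -0.20 (adjusted p = 0.145) in RF minus CF and RpL34a at 0.063 (adjusted p = 0.6) in SF minus CF. As lists, these genes did not pass between RF and CF (adjusted p = 0.952 for ribosomal proteins, 0.253 for the proteasome and 0.968 for the clock). Between SF and RF the ribosomal protein list was higher, with 31 of 32 differences positive and a median of 0.025 (adjusted p = 0.0256 from fry, and adjusted p = 0.567 with an estimated correlation), and that call ended with each array centred on its median (adjusted p = 0.425) and at 24 to 72 hours alone (adjusted p = 0.108). The 1 probe set used for cwo, a clock gene, was called in no comparison, while its other probe set was called higher in RF than in CF, at 0.39 (adjusted p = 0.0374). Antimicrobial peptides and immune effectors (11 genes) held 0 calls as well by either test, with 6 at an unadjusted p under 0.05 between RF and CF and a median of -0.57. Adjusted over the list alone, 1 was higher and 3 lower in RF than in CF and 3 were higher in SF than in RF, and Drs was called between RF and CF without 2 hours (adjusted p = 0.0155) and Mtk between SF and RF without 40 hours (adjusted p = 0.0375). Of 200 probe sets changed in simulated data, a change of 0.3 was found in 24 of 50 between RF and CF, and a change of 1 in 48 of 50. Fewer probe sets were changed there than were called here, which makes the adjusted threshold stricter, so these shares are not the power for the genes above.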

All remaining genes that were not significantly different between any of the diet cohorts were assigned to Category V (Table S2).

### Pathway enrichment analysis

Categories I, II, III and IV are associated with distinctively enriched pathways, based on the same methodology applied to chronic DR genes. Fifty-five genes of Category I were present in annotated KEGG pathways while 110 were associated with at least one gene ontology. In both classification systems enrichment was most prominent for pathways of carbohydrate and fatty acid metabolism. In particular, down-regulated pathways include several observed for chronic DR, including pentose phosphate pathway, glycolysis/gluconeogenesis, and fatty acid metabolism (Table 3). In contrast, genes of Category I were up-regulated in only a single KEGG pathway, folate biosynthesis. 

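In SF against CF, several genes of fatty acid synthesis and beta-oxidation fell, and maltases and amylases did not pass as a list (1 higher, 1 lower, adjusted p = 0.697). Men, the gene of malic enzyme, changed by -0.56 (SE 0.073, adjusted p = 6.33e-04), and AcCoAS, the gene of acetyl-CoA synthase, by -0.33 (SE 0.064, adjusted p = 0.0107). The fatty acid elongase gene CG5326 changed by -0.40 (SE 0.075, adjusted p = 0.00778), while its other probe set was -0.29 (adjusted p = 0.141) and was not called. The fatty acid synthase gene FASN1 changed by -0.29 (SE 0.052, adjusted p = 0.00591). Of 12 genes of fatty acid and triglyceride synthesis, these 4 fell and 0 rose (5 and 0 adjusted over the list alone, adjusted p = 0.0267 from fry, and adjusted p = 0.251 with an estimated correlation). Of 16 genes of beta-oxidation, 4 fell and 0 rose (6 and 0 adjusted over the list alone), with CG3902 at -0.35 (SE 0.069, adjusted p = 0.0116). The list was lower as a whole (adjusted p = 0.00318 from fry, and adjusted p = 0.108 with an estimated correlation). Of 15 genes of glycolysis and gluconeogenesis, 1 fell, Pgm1, and the list was lower (4 lower and 0 higher adjusted over the list alone, adjusted p = 0.00417 from fry, and adjusted p = 0.0895 with an estimated correlation). At 24 to 72 hours alone the calls of all 3 lists ended, with adjusted p of 0.198 for fatty acid synthesis, 0.0998 for beta-oxidation and 0.0532 for glycolysis. That of fatty acid synthesis also ended with each array centred on its median (adjusted p = 0.063).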

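Apart from alkaline phosphatases, the genes of pteridine, folate and methyl-group metabolism gave 0 rises and 1 fall in SF against CF (1 higher and 2 lower adjusted over the list alone). The gene that fell was Shmt, at -0.28 (SE 0.056, adjusted p = 0.0135). The list of 10 genes did not pass as a whole (adjusted p = 0.065). With the eggshell covariate it was lower (adjusted p = 0.0145).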

GO analysis recapitulated most of the KEGG findings and further identified oxidation reduction process, oxoacid metabolic process, NADPH regeneration, and NADP metabolic process as enriched for down-regulated genes. Switching genes in the folate biosynthesis pathway include CG10592, CG3290, CG5150, CG8147, which function together to convert 2-amino-4-hydroxy-6-(erythro-1,2,3-trihydroxypropyl)-dihydropteridine triphosphate to dihydroneopterin. 

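In SF against CF, CG3290 (Alp2) rose by 1.90 (SE 0.19, adjusted p = 1.01e-04), CG5150 (Alp9) by 1.37 (SE 0.22, adjusted p = 0.00306) and CG10592 (Alp10) by 1.33 (SE 0.20, adjusted p = 0.00218). In RF against CF they rose by 1.88 (SE 0.11, adjusted p = 4.06e-06), 1.17 (SE 0.12, adjusted p = 7.73e-05) and 1.18 (SE 0.099, adjusted p = 2.50e-05), each positive at 12 of 12 time points. Their SF minus RF differences were 0.028 (adjusted p = 0.945), 0.20 (adjusted p = 0.643) and 0.15 (adjusted p = 0.731). These genes, with CG8147 (phu), are among those the paper drew from the same arrays, so their direction here is not independent evidence. The paper also measured CG8147 and CG3290 by qPCR, and for its qPCR genes it reports trends that correlate with the arrays. Those qPCR values were not analysed here.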

Interestingly, all proteins produced by these genes are alkaline phosphatases and show some of the largest levels of up-regulation in both chronic DR and in response to the diet switch (Figure S4B-E). 

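Of 9 alkaline phosphatase genes tested, 7 rose in RF and 0 fell (7 higher and 1 lower adjusted over the list alone), and 4 rose in SF (7 higher and 0 lower adjusted over the list alone). The list was higher in RF (adjusted p = 1.15e-05 from fry, and adjusted p = 0.0895 with an estimated correlation) and in SF (adjusted p = 0.0028 from fry, and adjusted p = 0.0895 with an estimated correlation). Besides the 4 genes of the folate pathway, Alp8 was higher in RF by 1.72 (SE 0.31, adjusted p = 0.00638), and its SF minus CF difference was 1.23 (adjusted p = 0.071). Alp4 was higher in RF by 0.50 (SE 0.095, adjusted p = 0.00796) and Alp5 by 0.34 (SE 0.085, adjusted p = 0.0443). In SF minus CF these were 0.34 (adjusted p = 0.0814) and 0.29 (adjusted p = 0.236). Alp6 was -0.091 (adjusted p = 0.592) and Alp12 -0.14 (adjusted p = 0.103) in RF minus CF. Whether the SF change of Alp8 differs from those of the other genes was not tested.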

No other alkaline phosphatases were detected as having a similar behavior (Figure S4A).

**Table 3:** - KEGG pathways enriched for genes in each of the four main classes

Pathway	q value¶	#Genes

**Category I: Genes Down-regulated**		
Pyruvate metabolism	0.001044	7
Pentose phosphate pathway	0.001687	5
Fructose and mannose metabolism	0.007189	5
Glycolysis / Gluconeogenesis	0.041722	5
Fatty acid metabolism	0.043732	4
Galactose metabolism	0.047511	4
**Category I: Genes Up-regulated**		
Folate biosynthesis	2.03E-04	4

**Category II: Genes Down-regulated**		
Galactose metabolism	0.001854	4
Starch and sucrose metabolism	0.002988	5
Fatty acid elongation in mitochondria	0.03675	2
**Category II: Genes Up-regulated**		
Oxidative phosphorylation	3.48E-05	11
		
**Category III: Genes Down-regulated**		
No enrichment found		
**Category III: Genes Up-regulated**		
No enrichment found		
		
**Category IV: Genes Down-regulated**		
Organic cation transport	0.018776	2
Organic cation/anion/zwitterion transport	0.018776	2
**Category IV: Genes Up-regulated**		
No enrichment found		
		

¶ The Benjamini and Hochberg method was used for Multiple Hypothesis Test correction allowing a maximum value cutoff of 0.05

Forty-eight genes of Category II belonged to at least one KEGG pathways, and 123 fell within to at least one gene ontology. 

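Amyrel, an amylase-related gene, was lower in RF than in CF at -0.45 (SE 0.11, adjusted p = 0.0452) and higher in SF than in RF at 0.48 (SE 0.12, adjusted p = 0.0424), while SF minus CF was 0.037 (adjusted p = 0.895). The first call ended without 4, 6, 12, 18, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0542 to 0.0989) and the second without 4, 6, 8, 12, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0504 to 0.0967). Mal-A1, a maltase gene, was lower in RF at -0.33 (SE 0.054, adjusted p = 0.00316), with 0.20 (adjusted p = 0.0655) in SF minus RF, which passed without 8 hours (adjusted p = 0.0170). CG6543 (Echs1), which encodes an enoyl-CoA hydratase, was -0.11 (adjusted p = 0.0979) in RF minus CF and 0.11 (adjusted p = 0.185) in SF minus RF. Of 11 maltases and amylases, 4 were higher in SF than in RF and 0 lower (6 and 0 adjusted over the list alone, adjusted p = 0.00117 from fry, and adjusted p = 0.0895 with an estimated correlation). Mal-A4 was 1.03 (SE 0.093, adjusted p = 4.99e-05) in SF minus RF and -0.03 (adjusted p = 0.922) in SF minus CF, and Mal-A3 was 1.00 (SE 0.11, adjusted p = 2.90e-04) and 0.27 (adjusted p = 0.292). Their SF minus RF calls stayed in every fit that left out 1 time point. That of Mal-A2, another of the 4, ended without 2, 6, 18, 24, 32, 40, 48 or 56 hours (adjusted p = 0.0532 to 0.0702).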

Down-regulated genes again occurred in pathways of carbohydrate and lipid metabolism, such as Mal-A1, Amyrel and CG6543. These are notably distinct from the pathways enriched for switching genes. And again, only one pathway was observed to contain up-regulated genes, in this case, oxidative phosphorylation, which was also found to be enriched for up-regulated genes in chronic DR. KEGG lists 28 genes within the Drosophila oxidative phosphorylation pathway; 11 of these were up-regulated Category II genes while the remaining 17 fell in uninformative Categories VI and did not demonstrate any switching behavior (Supplemental Data File 2). 

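The 12 oxidative phosphorylation genes called higher in RF fell in Category VI, and 0 fell in Category I or II. Besides ND-B14.5A and SdhC they include the complex I gene ND-13A at 0.19 (SE 0.039, adjusted p = 0.0156). As a list, the 54 genes were lower in SF than in RF, with a median of -0.11 and 0 single genes called by limma, while 36 had an unadjusted p under 0.05 and the paired t-test called 7 (0 higher and 13 lower adjusted over the list alone, adjusted p = 0.0101 from fry, and adjusted p = 0.251 with an estimated correlation). ND-B14.5A was -0.23 (adjusted p = 0.0691) in SF minus RF, which passed without 12 or 72 hours (adjusted p = 0.0335 and 0.0358), and SdhB and SdhC passed without 12 hours (adjusted p = 0.0232 and 0.0274). The list's call ended with each array centred on its median (adjusted p = 0.0637).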

The oxidative phosphorylation pathway is enriched for genes that are up-regulated in chronic DR, but does not contain any switching genes. 

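Of 7 midgut digestive protease genes called higher in RF than in CF, all of the Jonah family, 4 were called lower in SF than in RF. Jon25Bi was -0.97 (SE 0.17, adjusted p = 0.00595) in SF minus RF, Jon25Bii -0.95 (SE 0.17, adjusted p = 0.00646), Jon66Ci -0.74 (SE 0.16, adjusted p = 0.0167) and Jon99Fi -0.39 (SE 0.066, adjusted p = 0.00488), and these 4 fell in Category II. They were the 4 of 23 midgut digestive protease genes called between SF and RF (1 higher and 8 lower adjusted over the list alone), and the list did not pass as a whole (adjusted p = 0.0726 from fry, and adjusted p = 0.452 with an estimated correlation). In SF minus CF, Jon25Bii was -0.025 (adjusted p = 0.948) and Jon25Bi -0.26 (adjusted p = 0.41). Ser8, another serine protease gene of Category II, was -0.94 (SE 0.20, adjusted p = 0.0165) in SF minus RF.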

GO analysis recapitulated all the inferences from the KEGG pathways but further identified proteolysis as a category enriched for up-regulated refractory genes (Table S3).

Categories III and IV in general contain too few genes to provide statistical power for pathway enrichment analysis. It is therefore notable that enrichment with down-regulated genes with the organic cation transport pathway (KEGG) and trans-membrane transport (GO) was detected for Category IV.

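CG8654 was -0.62 (SE 0.091, adjusted p = 0.00166) in SF minus CF and -0.34 (SE 0.05, adjusted p = 0.00192) in SF minus RF. CG17752 was -0.55 (SE 0.11, adjusted p = 0.0135) and -0.35 (SE 0.077, adjusted p = 0.0225), and CG33281 was -0.44 (SE 0.095, adjusted p = 0.0186) and -0.34 (SE 0.071, adjusted p = 0.0156). The other probe set of CG33281 was -0.22 in SF minus CF (adjusted p = 0.103). In RF minus CF, CG8654 was -0.28 (adjusted p = 0.098) and CG17752 -0.21 (adjusted p = 0.254). These genes were named after their values were seen, and no enrichment test was run on the 9 probe sets of the category.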

**Figure 3:**
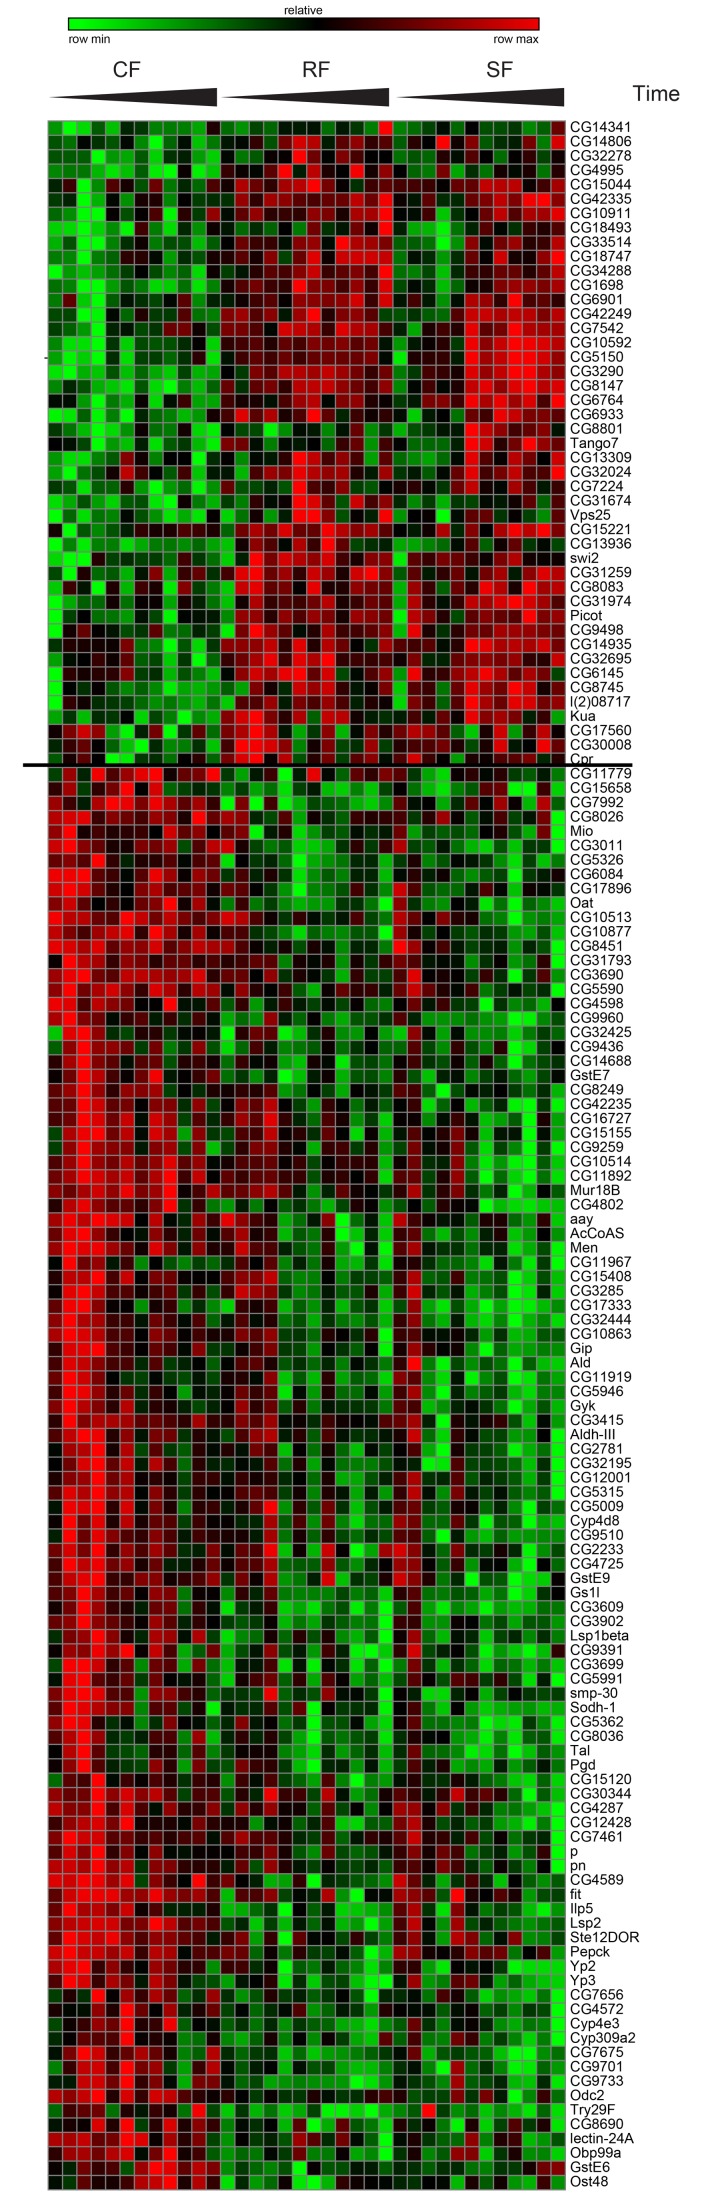
Gene expression of switching genes Hierarchical clustering for Category I genes. The two resulting clusters are shown in a heat map of log2 expression values with green corresponding to low expressed genes and red to high expressed genes

Reduced insulin/IGF signaling extends life span in many species including Drosophila [17]. The Drosophila genome encodes 8 insulin-like peptides (*dilp1-8*). Ablation of DILP producing cells within adults extends lifespan, as does mutation of *dilp2*. Although single mutations of *dilp2* or *dilp5* do not affect the ability of DR to extend lifespan, the combined mutation of dilp2, 3, and 5 extends lifespan and appears to block the impact of DR upon aging [18]. Probes for *dilp2*, *dilp5* and *dilp6* were present on the Drosophila 2.0 microarrays. The level of mRNA for *dilp2* was constant and similar amongst all the cohorts (Category VI, Figure 4C). *dilp5* presented as a switching gene (Category I, Figure 4A). 

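Ilp5 (dilp5) was lower in RF than in CF at -1.02 (SE 0.12, adjusted p = 3.69e-04), negative at 12 of 12 time points (exact sign-flip test, p = 4.88e-04), and lower in SF than in CF at -0.69 (SE 0.14, adjusted p = 0.0115), negative at 11 of 12. Its SF minus RF difference was 0.33 (adjusted p = 0.502), and its fall in SF was not called without the pairing by time (adjusted p = 0.0970) or at 2 to 18 hours alone (adjusted p = 0.682). Ilp2 (dilp2) was lower in RF than in CF at -0.54 (SE 0.13, adjusted p = 0.0299), negative at 11 of 12 time points (exact sign-flip test, p = 0.00146), while SF minus CF was -0.24 (adjusted p = 0.516). The call of Ilp2 ended without 2, 6, 8, 18, 48 or 72 hours (adjusted p = 0.052 to 0.0635), and with the paired t-test of the paper's methods under the Benjamini-Hochberg adjustment (adjusted p = 0.0651), without the pairing by time (adjusted p = 0.0840) and with a single fit of the 3 cohorts (adjusted p = 0.0704). At 2 to 18 hours alone it was -0.86 (adjusted p = 0.157) and at 24 to 72 hours alone -0.22 (adjusted p = 0.144), and neither was called. Of the 3 insulin-like peptide genes tested, 2 fell in RF and Ilp8 was -0.17 (adjusted p = 0.668) (2 lower adjusted over the list alone, adjusted p = 2.74e-04 from fry, and adjusted p = 0.0895 with an estimated correlation). Of 10 genes of insulin and FOXO signalling, 3 fell in RF and 0 rose (5 and 0 adjusted over the list alone, adjusted p = 0.00318 from fry, and adjusted p = 0.229 with an estimated correlation). tobi, a glucosidase gene under insulin control, was -0.93 (SE 0.089, adjusted p = 6.13e-05) in RF minus CF and 0.70 (SE 0.10, adjusted p = 0.00143) in SF minus RF, and ImpL2, which encodes a binding protein of insulin-like peptides, was -0.57 (SE 0.088, adjusted p = 0.00225) and 0.32 (SE 0.048, adjusted p = 0.00192). The call of that list ended at 24 to 72 hours alone (adjusted p = 0.0817).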

Although *dilp6* was elevated in chronic DR, the variance of its expression level was too large to gain statistical significance as a Category I gene even though expression level in the SF cohort appears to match that of the RF cohort at late time points (Figure 4B).

**Figure 4:**
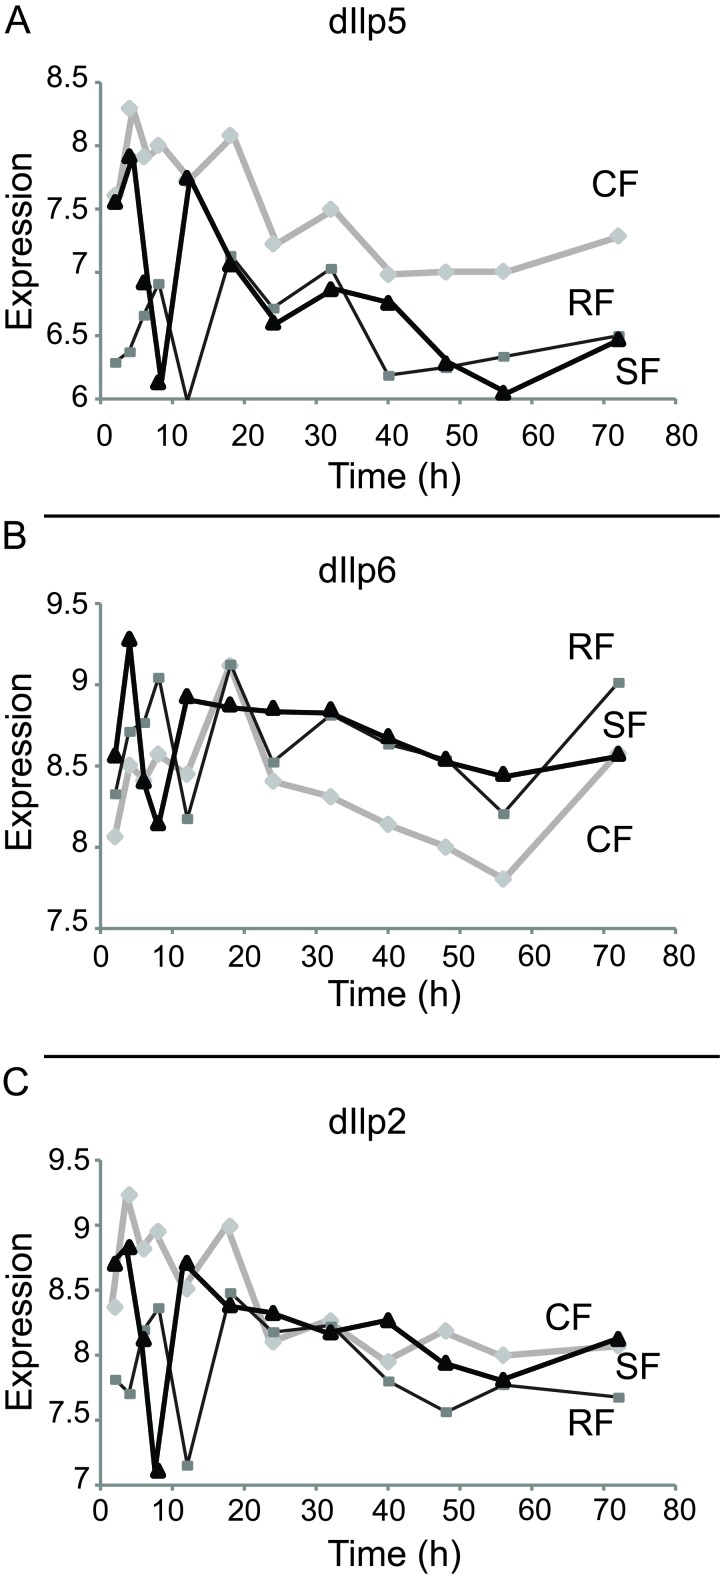
Expression of Drosophila insulin-like peptide in each cohort Represented in abscises are time points (hours) after switch, in ordinates are shown the mRNA expression scores in the log2 scale. (**A**) Dilp5 is a category I gene, with expression down-regulated in RF cohort as compared to CF cohort. (**B**) Dilp6 is up-regulated in RF cohort as compared to CF cohort. However, dilp6 can't be clearly assigned to one of the main category due to its intermediate behaviors during time courses. (**C**) Dilp2 level doesn't change between three cohorts

The TOR pathway mediates at least part of the longevity response of DR [19-22]. 23 of the 26 genes in the TOR pathway (KEGGID 04150) were present on the microarray, and some of these were represented by multiple probesets for a total of 27 probesets. All probesets in the TOR pathway belonged to Category V (Supplemental Data File 2), i.e. they were not significantly different between any of the diet cohorts. We conclude that in our experiment effects of DR on the TOR pathway genes must occur post-transcrip-tionally and could not be detected by microarrays.

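Genes of the TOR pathway showed small differences among the cohorts. Of 27 probe sets of 23 genes, 24 passed the filter and 0 were called by limma in any comparison, or by the paired t-test with either adjustment. Between RF and CF 1 had an unadjusted p under 0.05, and 0 did between SF and CF or SF and RF. The smallest adjusted p between RF and CF was that of Pi3K92E, and it was 0.361 for SF against CF and 0.469 for SF against RF. The largest differences were 0.16, 0.16 and 0.22 in size, with a median SE of 0.057, 0.071 and 0.068. Pi3K92E, the gene of a phosphoinositide 3-kinase subunit, was -0.16 in RF minus CF (adjusted p = 0.0991), and 4EHP, the gene of a cap-binding protein, was 0.22 in SF minus RF (adjusted p = 0.469). As a list the probe sets did not pass between RF and CF (p = 0.388 from fry), SF and CF (p = 0.843) or SF and RF (p = 0.338). At 24 to 72 hours alone 4 probe sets were called, with array weights 1, without 4 hours 1 and without 12 hours 1. In simulated data, 24 of 50 changes of 0.3 were found between RF and CF. Fewer probe sets were changed there than were called here, which makes the adjusted threshold stricter. That share is thus not the power for the TOR probe sets.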

### Regulatory elements in the promoters of switching genes

Many Category I genes presented remarkably quick dynamics, switching either up (45) or down (99 cases) within 4-6 hours of the change in diet. 

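Lsp2 and Obp99a fell and CG8147 (phu) and CG1698 rose in the SF cohort within Category I. For each probe set, the switch was taken as the first time point at which SF was nearer to RF than to CF and stayed so at the next. Of 110 Category I probe sets, 56 had switched by 4 hours and 85 (77.3%) by 6 hours. Of the 74 that fell 68 (91.9%) had switched by 6 hours, and of the 36 that rose 17 (47.2%) had. Of the 141 probe sets of Category II, 17 (12.1%) met the same rule by 6 hours. With the next time point left out of the rule, 107 of the 110 in Category I and 94 of the 141 in Category II met it by 6 hours. SF was nearer to RF in 43.6% of Category I at 2 hours, 83.6% at 6 hours, 47.3% at 12 hours and 87.3% at 18 hours. With 1 array per cohort and time point, the spread at a single time point is not known. The SF arrays at 6 and 8 hours had eggshell means of 11.9 and 12.8, the latter the highest of the 36, and the array at 8 hours had the lowest mean r with the others (0.936). Storage and yolk transcripts, which went down in SF as eggshell transcripts went up (r = -0.766), had means of 12.6 and 12.1 on these arrays and 13.1 at 12 hours. The early switch of falling genes was not tested apart from this variation. Over clock genes, the SF arrays at 8, 32 and 56 hours followed the other arrays of the same hour of the day with r of only 0.173, 0.0939 and 0.194, and both the switch times and the pairing by time rest on the recorded times. Category I was selected on the same arrays, which makes SF nearer to RF over the 12 time points.

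**Figure D2:**
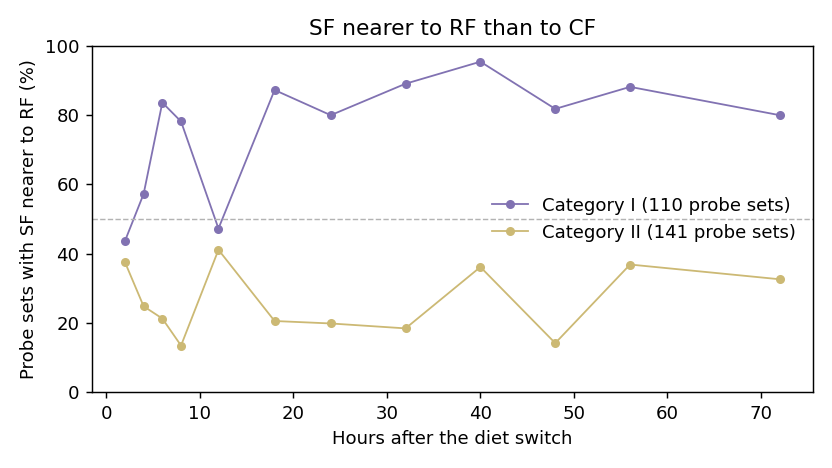
Percent of probe sets with SF nearer to RF than to CF (vertical axis) against the hours after the diet switch (horizontal axis), for the 110 probe sets of Category I and the 141 of Category II, with a dashed line where SF is nearer to RF in as many probe sets as to CF. Category I lies at 83.6% at 6 hours and falls to 47.3% at 12 hours.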

Several mechanisms could contribute to these responses, including induction or repression at promoters by transcription factor complexes, transcription initiation of stalled promoter complexes, and mRNA degradation by microRNA.

To identify potential regulatory elements and transcription factors that might coordinate this rapid switching response, we performed an *in silico* promoter analysis for conserved motifs. Over-expressed and under-expressed switching genes were curated into groups, conditioned on criteria of complete switch with 6-8 hours. This criterion produced a set of 18 genes with increased expression and 10 with reduced expression (Table S4). The FASTA repeat-masked sequences for the promoters of these genes was restricted to a region from −2000 to −1 from the most 3’ TSS to reduce overlap with neighboring genes. Gibbs analysis [23] revealed significant enrichment for WWTTTAATTR and VCWGCTGATY among the up-regulated genes (Figure S3A and S3B), and GTNATTNGTTTG and ANANACATNTTTNW among the down-regulated genes (Figure S3C and S3D).

Based on the Transfac and Jasper databases for regulatory factors [24, 25], the WWTTTAATTR motif corresponds to the binding site of the protein Lmx1b (q = 0.01), a LIM homeodomain transcription factor involved in the development of the brain and spinal cord. The other three motifs did not match any transcription factor in the two databases.

Promoter sequences were further analyzed using MatInspector [26], which uses a large library of position weight matrices for transcription factor binding sites to locate matches in DNA sequences. Five factor matrix matches were found in promoters of switching genes with increased expression with DR – Spalt-like transcription factor, PREB core-binding element, Autoimmune regulatory element binding factor, MEF3 consensus sequence binding factor, PR domain zinc finger protein 14 – and two for the down-regulated genes – Cyclin D binding myb-like transcription factor, and Zinc finger transcription factor RU49.

### Contrasting effects between fasting and diet switching upon gene expression

An acute diet shift is likely to produce some rapid transcriptional changes required for metabolic adaptations independent of those responsible for reduced age-specific mortality. Although we cannot distinguish these classes within our current data, some insight is gained by comparing genes from our categories to transcriptional responses reported in cases for Drosophila adults acutely subjected to fasting, which typically decreases their lifespan. We would expect genes that mediate the longevity response to change in opposite directions in response to DR and starvation (Figure 5B).

**Figure 5:**
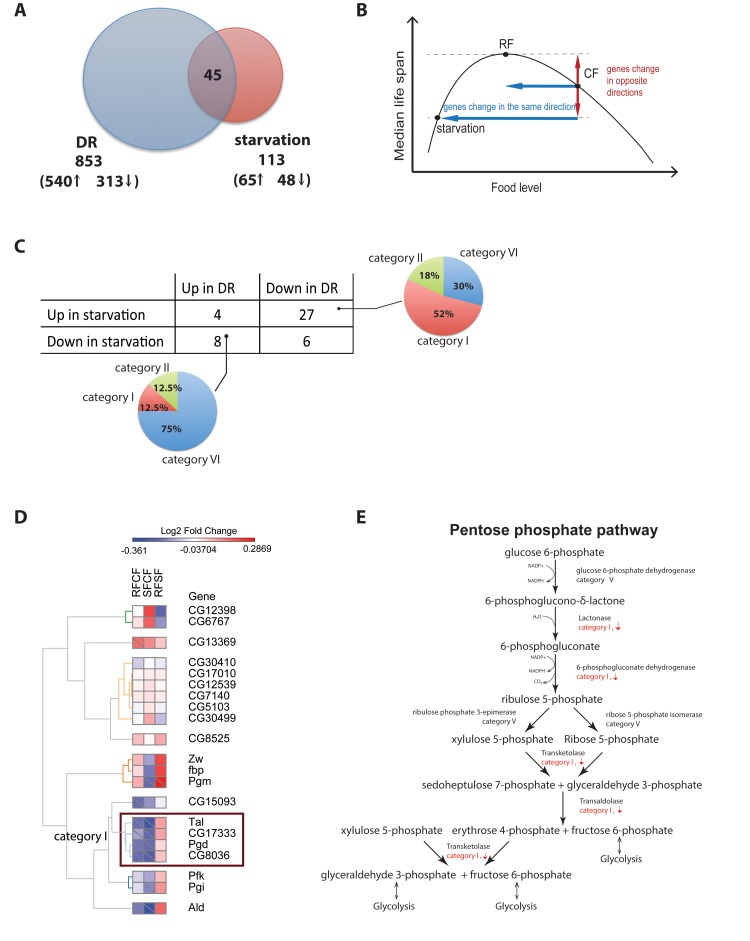
Different gene regulation between Dietary restriction and starvation (**A**) Comparison of dietary restriction and starvation in D. melanogaster. The intersection between both dietary interventions show a small number of genes (44) with most of them changing in opposite directions in starvation and dietary restriction. (**B**) Proposed model. As food level changes, genes that are change in the same direction for both starvation and Dietary Restriction are likely not involved in lifespan. However, genes that change in opposite directions in starvation vs. dietary restriction correlate with lifespan. (**C**) Contingency table of genes up- and down-regulated in chronic DR and starvation and their distributions in the different categories of responses to the diet switch. (**D**) Heatmap of the fold-changes between the three cohorts for all gene annotated in the KEGG pentose phosphate pathway. Cells marked with a diagonal bar correspond to genes and comparisons that reached statistical significance. (**E**) Transcriptional response to the diet switch of genes within the core steps in the pentose phosphate pathway

Fujikawa et al. examined the gene expression changes in flies starved for 24 hours and observed 65 genes whose expression increased under starvation, and 48 genes whose expression decreased [27]. In both our chronic DR and Fujikawa *et al.* experiments the number of up-regulated genes exceeded the number of down-regulated genes although in slightly greater proportion in chronic DR (172% in DR versus 135% in starvation). 

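In RF against CF, 419 named genes were higher and 231 lower, and a gene with probe sets called in opposite directions is in both counts. As probe sets the calls higher in RF were 179.6% of those lower in RF. The starvation arrays of Fujikawa et al. were not analysed here.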

Of the 853 genes differentially expressed in our study in response to chronic DR, 45 were also detected as differentially expressed in response to starvation (Figure 5A). Only 22% (i.e. 10 genes) changed in the same direction in both experiments, and of these, 4 genes were up-regulated in both experiments (CG1662, CG18135, and klu in category VI and CG16986 in category 2), and 6 were down-regulated in both experiments (CG14688, CG32425, CG943, fit, and Lsp2 in category I and sug in category VII) (Figure 5C). 

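CG16986 was higher in RF than in CF by 0.55 (SE 0.054, adjusted p = 6.94e-05) and lower in SF than in RF at -0.39 (adjusted p = 0.0212), a call that ended without 18, 24, 40 or 48 hours (adjusted p = 0.0502 to 0.0538). CG1662 was higher in RF by 0.20 (SE 0.049, adjusted p = 0.0331), which ended without 8, 18, 24, 32, 48, 56 or 72 hours (adjusted p = 0.0589 to 0.0764). klu, a zinc finger gene, was 0.21 (adjusted p = 0.064) in RF minus CF and passed without 4 hours (adjusted p = 0.0168) or 40 hours (adjusted p = 0.0449). CG14688 (Phyhd1) changed by -0.48 (SE 0.055, adjusted p = 2.62e-04) in RF and -0.43 (SE 0.073, adjusted p = 0.00439) in SF against CF. fit, a gene of female fat body, changed by -0.70 (SE 0.095, adjusted p = 8.00e-04) and -0.50 (SE 0.11, adjusted p = 0.0205), and its SF call ended without 56 hours (adjusted p = 0.0510). CG32425 changed by -0.21 (SE 0.041, adjusted p = 0.0104) and -0.25 (SE 0.062, adjusted p = 0.0367), the second ended without 6, 8, 18, 24, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0568 to 0.0829), and its other probe set was -0.16 in RF minus CF (adjusted p = 0.0642). sug, a transcription factor gene, was -0.20 (adjusted p = 0.198) in RF minus CF and -0.31 (SE 0.075, adjusted p = 0.0335) in SF minus CF, which ended without 2, 4, 6, 8, 12, 18, 32, 40 or 48 hours (adjusted p = 0.055 to 0.0794). CG943 was not analysed here.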

Most genes differentially expressed in both experiments, 78% (i.e. 35 genes), changed in opposite directions. Of these, a minority (8 genes) were up-regulated in DR but down-regulated in starvation and belonged primarily to category VI. The remaining 27 genes were up-regulated in DR and down-regulated in response to starvation, and more than half of them (14 or 52%) were categorized as switching genes. Pathway analysis performed on this group of 14 switching genes showed that the pentose phosphate pathway and pyruvate metabolism were significantly enriched (q value < 0.05). In particular a closer inspection of the pentose phosphate pathway revealed that a group of four key enzymes regulating several steps along most of the pathway – lactonase, 6-phosphogluconate dehydrogenase, transketolase, and transaldolase – were significantly down-regulated in response to both adult onset and chronic dietary restriction, but significantly up-regulated in response to starvation (Figure 5D-E). 

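Core enzymes of the pentose phosphate pathway, which makes NADPH and ribose, were lower in RF and in SF than in CF. Pgd (6-phosphogluconate dehydrogenase) was -0.21 (SE 0.044, adjusted p = 0.0191) in RF minus CF and -0.22 (SE 0.056, adjusted p = 0.0428) in SF minus CF. CG8036 (transketolase) was -0.22 (SE 0.047, adjusted p = 0.0184) and -0.26 (SE 0.051, adjusted p = 0.0104), and Taldo (transaldolase) was -0.22 (SE 0.042, adjusted p = 0.0107) and -0.30 (SE 0.061, adjusted p = 0.0131). These differences were negative at 11 or 12 of 12 time points. CG17333 (Pgls, the lactonase) was -0.15 (adjusted p = 0.0834) in RF minus CF and -0.23 (SE 0.05, adjusted p = 0.0196) in SF minus CF. Of 6 core enzymes tested, 3 fell in RF and 4 in SF and 0 rose (5 and 4 lower adjusted over the list alone), and the list was lower in RF (adjusted p = 0.00269 from fry, and adjusted p = 0.221 with an estimated correlation) and in SF (adjusted p = 0.00628 from fry, and adjusted p = 0.108 with an estimated correlation). The 4 genes named here were picked by the paper from the same arrays, so their direction is not independent evidence. The fall of Pgd in SF ended in each fit that left out 1 time point, except the fit without 48 hours (adjusted p = 0.0198 there, and up to 0.101 in the others), and that of Pgls ended without 40 hours (adjusted p = 0.0507). The list's calls ended at 24 to 72 hours alone (adjusted p = 0.0793 in RF and 0.133 in SF).

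**Figure D3:**
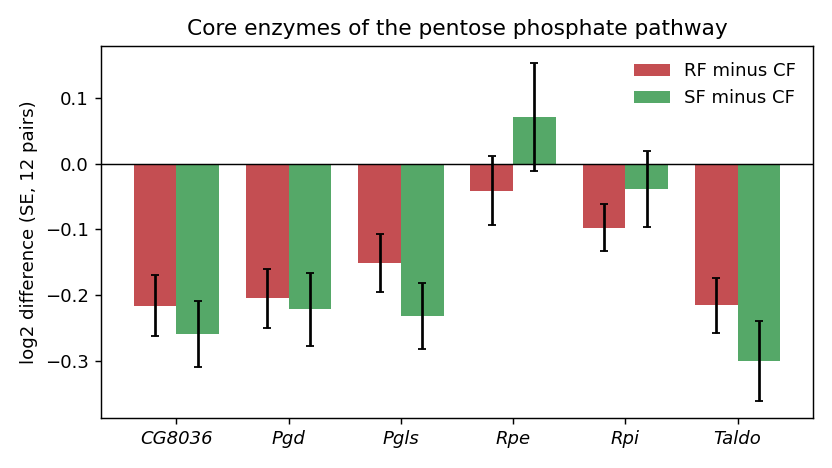
Log2 differences of RF minus CF and SF minus CF (vertical axis) for the 6 tested core enzyme genes of the pentose phosphate pathway (horizontal axis), as bars with the standard error over 12 pairs of arrays. Taldo lies at -0.22 and -0.30, and Rpe at -0.041 and 0.072.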

Fasting will increase the flux of glucose 6-phosphate to ribose 5-phosphate, and the production of NADPH+H and reduce glutathione, while DR will retard this flow.

## DISCUSSION

Gene expression profiling of dietary restriction has consistently identified hundreds to thousands of differentially expressed genes in most model organisms [7-10, 28]. This large number demonstrates the wide set of physiological changes elicited by DR, and at the same time, poses a challenge in identifying the specific subset of genes responsible for mediating the longevity response. We developed a novel experimental design to narrow down this large list of genes to a smaller set of candidates with a more direct association to longevity. Our design relied on the striking demographic response of adult *Drosophila melanogaster* to DR [3, 13, 14]. We confirmed that when adult fruit flies on control food are switched to restricted food their mortality rate drops rapidly to the same level of flies kept on chronic DR. Because this drop occurs in a short window of 24-72 hours, we performed expression profiling at high resolution within this time window.

As expected, many genes (853) were differentially expressed in response to chronic DR. The overlap between our gene list and previously published data [29] was highly significant (35% overlap, hyper-geometric test p < 10^−27^), and dissimilarities were likely due to the different ages of flies in the two studies (40 days in the current study as opposed to 10 days in [29]) as previously reported [30]. A large number of pathways, mostly associated with carbohydrate and fatty acid metabolism, were enriched for down-regulated genes. Notably the GO category “aging” was also enriched for such genes. Because the “aging” gene ontology is comprised of genes associated to aging in previous studies, this finding is not surprising and attests to the fact that DR impacts a large fraction of these genes. Only a handful of pathways were enriched for up-regulated genes. Most notably among the latter group was oxidative phosphorylation, consistently with what has been previously reported [31], as well as proteolysis, indicating a possible increase in protein turnover in flies on chronic DR.

To investigate which genes respond to the diet switch we compared gene expression in the diet switched cohort to the control food and chronic DR cohorts, and identified four major classes of behaviors. Interestingly, only 17% of the 853 chronic DR genes showed a clear switching behavior, i.e. their pattern of expression showed a complete switch to the level observed in the chronic DR cohort within 72 hours of the change in diet. Most of these transitions were rapid and completed in as little as 4-6 hours. 

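Category I, with CG8147, Lsp2 and Ilp5 among its genes, took up 15.7% of the calls between RF and CF. To place SF between CF (0) and RF (1), the probe sets called between RF and CF at the other 11 time points were averaged at each time point in turn, so that the arrays of that time point selected nothing. SF lay at 0.416 ± 0.28 (SD over the 12 time points). For probe sets called in Category I by the same rule it lay at 0.897 ± 0.44, and for the other calls at 0.309 ± 0.31. On the same scale RF itself lay at 0.870 ± 0.21.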

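Over the calls between RF and CF, which include the alkaline phosphatase, storage protein and maltase genes, SF lay at 0.127 ± 0.13 (SD) of the way from CF to RF at 2 to 8 hours and at 0.610 ± 0.21 at 24 to 72 hours. On the same scale RF itself lay at 0.719 and 0.974 in these windows, so RF moved in the same direction by a smaller amount. The mean of the 6 time points from 2 to 18 hours was 0.221, and that of the 6 from 24 to 72 hours was 0.610 (exact permutation test over 924 splits, 2-sided, p = 0.0130). The lowest positions, 0.0018 at 6 hours and 0.0950 at 8 hours, fell on SF arrays with eggshell means of 11.9 and 12.8, and the array at 8 hours had the lowest mean r with the others (0.936), so the early mean leans on arrays that stand apart. For Category I alone the early and late means were 0.671 and 1.12 (exact permutation test, p = 0.0887), and for the other calls 0.117 and 0.501 (exact permutation test, p = 0.0281). In 80 of the 110 Category I probe sets the SF change was larger late than early, with mean changes of 0.46 and 0.64 on the log2 scale. From the switch of these genes within the time in which mortality changes, the paper proposes that they are enriched for genes that modulate the response of lifespan to the diet.

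**Figure D4:**
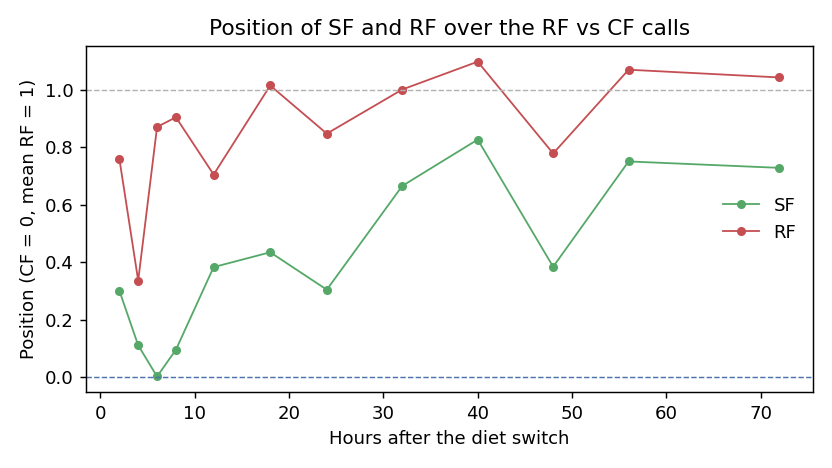
Position of SF and RF between CF (0) and the mean RF level (1) on the vertical axis, against the hours after the diet switch on the horizontal axis, averaged over the probe sets called between RF and CF at the other 11 time points. SF lies at 0.0018 at 6 hours and 0.828 at 40 hours, and RF at 0.336 at 4 hours and 1.10 at 40 hours.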

Since the demographic response to adult onset DR is completed within 72 hours of the diet switch, we propose the switching genes we identified are enriched for genes that directly modulate the longevity response to DR. Of the remaining genes, 23% of the chronic DR genes were not affected by the adult onset DR (refractory genes), and could be important in maintaining DR or cause other effects associated with DR, such as changes in fertility and behavior. 

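Category II, which holds the maltase genes Mal-A3 and Mal-A4, the Jonah protease genes Jon25Bi and Jon25Bii, and tobi, took up 20.2% of the calls between RF and CF. CG34005 was 1.16 (SE 0.13, adjusted p = 1.77e-04) in RF minus CF and 0.35 (adjusted p = 0.281) in SF minus CF, and TpnC4, a troponin C gene of flight muscle, was 0.94 (SE 0.13, adjusted p = 8.00e-04) and 0.058 (adjusted p = 0.881). The SF minus RF call that puts TpnC4 in this category ended without 2, 6, 18, 32, 40, 48, 56 or 72 hours (adjusted p = 0.0606 to 0.0764). Act88F, the actin gene of flight muscle, was -0.75 (SE 0.14, adjusted p = 0.00875) and 0.28 (adjusted p = 0.652). The flight muscle list of 12 genes was higher in RF (7 rose and 1 fell, 10 and 1 adjusted over the list alone, adjusted p = 0.00828 from fry, and adjusted p = 0.251 with an estimated correlation). Its mean was lower on arrays with more eggshell transcripts (r = -0.700 and rho = -0.681 over 36 arrays, adjusted permutation p = 2.25e-05 and 4.5e-05, and r = -0.688 without the 2 arrays farthest from the median). Within the CF, RF and SF cohorts r was -0.601, -0.735 and -0.874.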

The remaining chronic DR genes either changed their expression to a level that was different from both of the cohorts kept on constant food, displayed a slow and partial switch, or had too much variability in their expression pattern and could not be unambiguously assigned to either of the preceding categories.

Because of the rapid coordinated behavior of the switching genes we performed a motif search in their promoters to identify cis- and trans-acting elements that could potentially modulate their collective response. Motif finding based on a library of known transcription factors identified several candidates, mostly for up-regulated switching genes. De-novo motif finding identified primarily motifs that did not have any known associated transcription factors, with the notable exception of the LIM homeobox transcription factor 1-beta (Lmx1b), which is conserved across a broad range of species. Interestingly, in humans a member of the same family, Lmx1a, binds to the promoter of the insulin gene and stimulates its transcription [32]. These results highlight the potential for co-regulation of the switching genes through the action of transcription factors that respond to DR. Due to the rapidity with which switching genes respond, these transcription factors are likely modulated post-transcriptionally and their change in activity cannot be detected by transcriptional profiling.

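Lsp2 was lower in SF than in CF at -2.17 (SE 0.34, adjusted p = 0.00247), negative at 11 of 12 time points, and its SF minus RF difference was 1.00 (adjusted p = 0.224). At 2 to 18 hours alone the SF change was not called (adjusted p = 0.582). Of 6 storage and yolk protein genes, 5 fell in RF and 0 rose, and 4 fell in SF and 0 rose (5 lower in each adjusted over the list alone). The list was lower in RF (adjusted p = 1.15e-05 from fry, and adjusted p = 0.0895 with an estimated correlation) and in SF (adjusted p = 0.00134 from fry, and adjusted p = 0.0895 with an estimated correlation). The others that fell in both were Lsp1beta at -1.11 (SE 0.26, adjusted p = 0.0285) in SF minus CF, fit, and the yolk protein gene Yp2 at -0.17 (SE 0.04, adjusted p = 0.036). The SF call of Lsp1beta ended without 6, 24, 32, 40, 48 or 56 hours (adjusted p = 0.0532 to 0.0684), and that of Yp2 without 4, 6, 8, 18, 32, 40, 48 or 56 hours (adjusted p = 0.0507 to 0.0857). The RF call of Yp2 ended without 6, 18, 32, 40, 48 or 56 hours (adjusted p = 0.0527 to 0.0644). Yp3 was -0.12 (SE 0.027, adjusted p = 0.0271) in RF minus CF, and Yp1 -0.0075 (adjusted p = 0.906). The paper drew Lsp2 and fit from the same arrays, so their fall and their part in the list's result are not independent evidence. Over the arrays, the list's mean went down as the eggshell mean went up (r = -0.358 and rho = -0.358, adjusted permutation p = 0.0490 and 0.0492, r = -0.362 without the 2 arrays farthest from the median), and within the CF, RF and SF cohorts r was -0.291, -0.705 and -0.766.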

The highest ranked down-regulated switching gene based on fold-change was Larval-serum protein 2 (Lsp-2), which belongs to the nutrient reservoir activities, synaptic target inhibition, and motor neuron axon guidance [33]. Interestingly, Lsp-2 was the only gene found to be significatively down-regulated in common between three related longevity-inducing interventions: DR, dSir2 overexpression and DN-Dmp53 expressing long-lived flies [28].

Within the insulin pathway, which has been extensively studies for its role in modulating lifespan, both DILP5 and DILP6 displayed a switching behavior, but in opposite directions, while DILP2 expression level did not show any dependence on the food level. Our results are consistent with those described in Bai et al., who have recently shown that overnight fasting increases the levels of the DILP6 mRNA in Drosophila fat body, while DILP5 mRNA expression decreases in the brain and DILP2 expression level remains unchanged [34]. Oxidative phosphorylation, one of the major pathways associated with longevity [31], although up-regulated under chronic DR, does not contain any switching genes. 

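Of 54 oxidative phosphorylation subunit genes, 28 had a positive SF minus CF difference, and 0 were called by limma or by the paired t-test (0 adjusted over the list alone, 1 at an unadjusted p under 0.05). The list did not pass (adjusted p = 0.968), with a median of 6.69e-04. The largest differences in size were those of ATPsynC at -0.11 (adjusted p = 0.262) and ND-ACP at 0.082 (adjusted p = 0.528). Whether the list's change in SF differs from that in RF is given by SF minus RF, where it was lower as a list (adjusted p = 0.0101 from fry, and adjusted p = 0.251 with an estimated correlation), a call that ended with each array centred on its median (adjusted p = 0.0637).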

Within 72-hours after the switch, no genes in the oxidative phosphorylation pathway increased above the level on control food. This suggests that transcriptional changes in the oxidative phosphorylation pathway do not appear to be associated with the observed drop in mortality, although changes in the level of expression of genes in the oxidative phosphorylation pathway may switch after 72-hours and be important for maintenance of the longevity effects of chronic DR.

Another interesting finding is that genes in the folate biosynthesis pathway, particularly genes involved in the conversion of Dihydroneopterin to 7,8-Dihydro-pteroate, are up-regulated switching genes. While many of the enzymes mediating the folate biosynthesis pathway have not yet been identified in Drosophila [16], it is worth noting folate has been implicated in the aging process in several other organisms [35-37]. In particular, folate is a precursor to methionine, which is then converted into s-adenosyl methionine (SAM), a cell-wide donor of methyl groups. It is through this pathway that folate levels have been associated with DNA methylation levels and aging [38]. Additionally, folate is a source of carbon for the addition of methyl groups on DNA and histones, and folate deficiency can result in hypomethylation of DNA. Finally, mice that were fed a folate-deficient diet had disruptions in their circadian rhythms that resembled those of aged mice [39]. If the production of 7,8-Dihydro-pteroate is linked to the induction of folate biosynthesis in the more downstream part of the pathway as predicted, this induction could be a potential mechanism for up-regulation of methylation in the cell, and a potential mechanism for a fast response to dietary alterations, as suggested by recent work by Jiang *et al.* that demonstrated rapid increase in constitutive hetero-chromatin in response to DR [40].

Comparison of chronic DR genes with previously published data on fruit flies response to starvation gave us an opportunity to contrast two dietary reductions with opposite demographic effects (Figure 5B). The majority of those genes responding to both interventions showed changes in opposite directions, thereby demonstrating a more direct association with the demographic response than to the dietary change, which occurred in the same direction in both interventions. Most of the genes up-regulated in starvation and down-regulated in chronic DR were switching genes. In particular, four of these genes are involved in a set of key regulatory steps within the pentose phosphate pathway, suggesting that changes in flux in this pathway in response to DR might be associated with changes in mortality. Legan *et al.* reported that overexpression of glucose 6-phophate dehydrogenase (G6PD), the very first enzyme in the pentose phosphate pathway, extends lifespan in Drosophila melanogaster [41]. G6PD did not show any response to the diet switch and chronic DR in our study. This may reflect the positive effects of increasing glucose 6-phosphate dehydrogenase on oxidative stress, as suggested in [41] rather than an effect on the net metabolic flux through the pathway.

Although we demonstrate only a relatively small set of genes displays a complete switch in response to DR, our experimental design cannot discriminate which of these genes are necessary and sufficient for lifespan via DR. These genes could work cooperatively so that a coordinated change of many of them would be required to reduce mortality. It is also possible that chronic DR genes we classified as late switching or non-switching are important for maintaining the lower level of mortality beyond the 72 hours window. Nevertheless, this list of genes suggests a small set of genes and pathways that can be utilized to identify specific genes and pathways responsible for the mortality switch induced by DR and possibly important for longevity determination.

Our results indicate that the combination of a dietary switch and high-resolution expression profiling is a powerful paradigm to investigate the longevity response to DR and can identify a smaller subset of candidate genes that could modulate changes in mortality induced by DR.

## METHODS

### Fruit fly husbandry and conditions

Canton-S flies were obtained from the Bloomington Drosophila Stockcenter at Indiana University (Bloomington, IN) and kept at 25°C in a temperature-controlled incubator at 50% humidity with a 12-hour on/off light cycle. The parental generation of flies was raised on food containing 30 g/L autolysed yeast, 120 g/L sucrose, 50 g/L cornmeal, 10 g/L agar with added dry live yeast. Experimental flies were collected in a 24-hour window, anesthetized under light CO2, sorted into vials at a density of 25 males and 25 females per vial, and randomly divided into treatment groups. The flies were then passed every day on either Control Food (CF, 150 g/L sucrose, 150 g/L autolysed yeast, and 20 g/L agar, all w/v) or Restricted Food (RF, 50 g/L sucrose, 50 g/L autolysed yeast, and 20 g/L agar, all w/v) and the number of dead flies recorded. On day 40, half of the flies on Control Food were switched to the Restricted Food. During the course of the experiment, age-specific instantaneous mortality rate was analyzed and the separation of mortality rate between the food conditions was verified before the switch. Flies were sorted under light CO2 and collected at fixed time intervals 2, 4, 6, 8, 12, 18, 24, 32, 40, 48, 56, and 72 hours after the switch time point via snap freezing in liquid nitrogen and were stored at −80°C. Heads and thorax of female flies were collected for microarray experiments.

### Demographies

Demographies were performed on all experimental flies (total number of flies in demography: CF = 2892, RF = 2987, SF = 2278) and flies collected for microarray analysis were censored from the study on the day of their collection (total number of flies censored: CF = 1650, RF = 1825, SF = 1126). Log rank tests were performed using the survival package in R to obtain p-values. Maximum life span was calculated as the mean life span of the longest surviving 10% of the population. Instantaneous hazard and survivorship was computed via the “survival” R package (http://cran.r-project.org/web/packages/survival/).

### Gene expression studies

Total head and thorax RNA was isolated from at least 75 females using Trizol (Invitrogen) and further purified using RNeasy columns (QIAGEN). 5 μg total RNA was used with Affymetrix One Cycle DNA conversion Kit (Cat # 900431) and all steps were carried out according to the Affymetrix manual. Briefly, first RNA was converted to double stranded cDNA followed by a clean-up step using spin columns. The double stranded cDNA was amplified in an in-vitro transcription reaction overnight at 37 °C using Affymetrix IVT labeling kit (cat # 900449), resulting in biotin labeled cRNA. After clean-up of the labeled cRNA with spin columns, 15 μg of cRNA were fragmented using metal induced hydrolysis. 10 μg of the fragmented RNA were hybridized to Drosophila 2.0 arrays overnight at 45 °C, 60 rpm. The array was stained using Affymetrix Hybridization-Wash-Stain kit and Fluidics Script FS450_0002 on the Affymetrix 450 fluidics station and finally, the arrays were scanned using an Affymetrix 3000 G7 scanner. Probes were mapped to CG numbers using the drosophila2.db annotation package from Bioconductor. The data was PVAC filtered, quantile normalized and summarized using Robust Multichip Analysis (RMA) to obtain expression scores in the log2 scale. Data have been deposited in the Gene Expression Omnibus with accession number GSE47631. qPCR was used to validate a subset of genes and time-points and we observed a consistent correlation between qPCR and microarray trends (Figure S4).

### Data analysis

Paired t-test, two sided, was used to test for differential expression between RF and CF, SF and CF and SF and RF, using all time points. Points in each condition were paired for this test by their time of collection from the diet switch. A multiple testing correction was applied to the pooled p values from all tests and comparisons [42]. The False Discovery Rate (FDR) cutoff was set to 0.05 and genes were selected into different categories depending on q values between cohorts.

Heat map visualizations were conducted with GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/). Functional enrichment and pathway analysis were performed using Flymine [43], KEGG database [16], and the gene ontology (GO) term [44].

## SUPPLEMENTARY FIGURES, TABLES AND DATA FILES

# Supplementary material for: Dietary switch reveals fast coordinated gene expression changes in Drosophila melanogaster
**Source:** Aging (Albany NY). 2014 May 14;6(5):355–68. doi: 10.18632/aging.100662
**Supplement:** Supplementary file 1

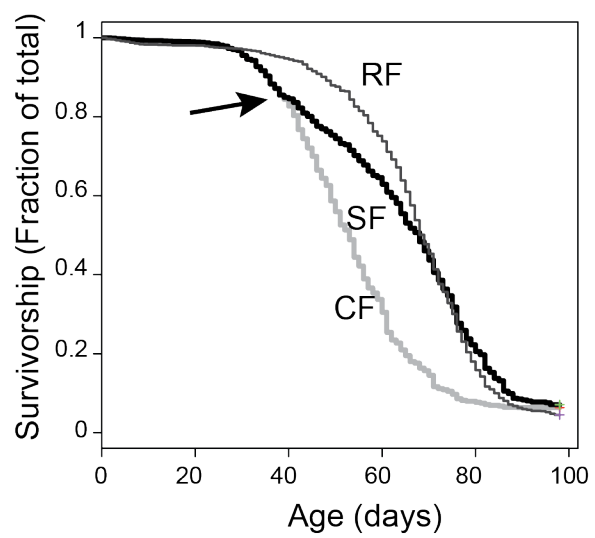

Figure S1

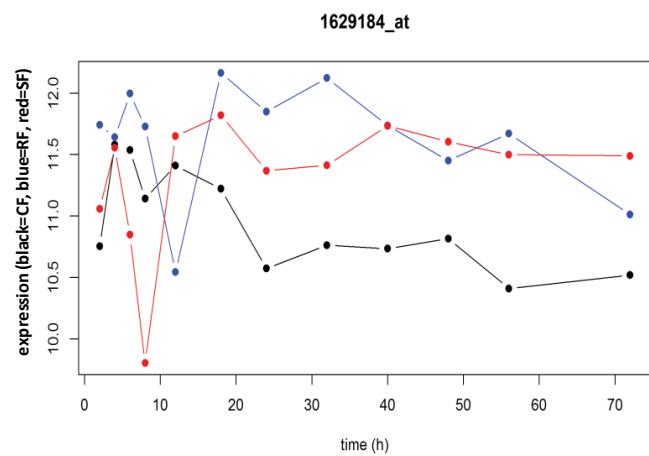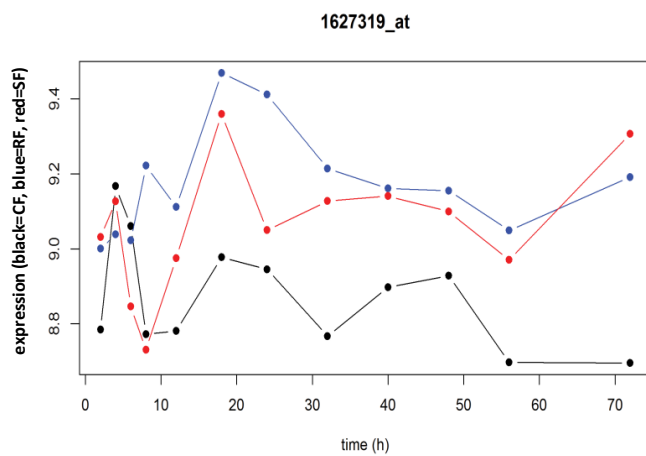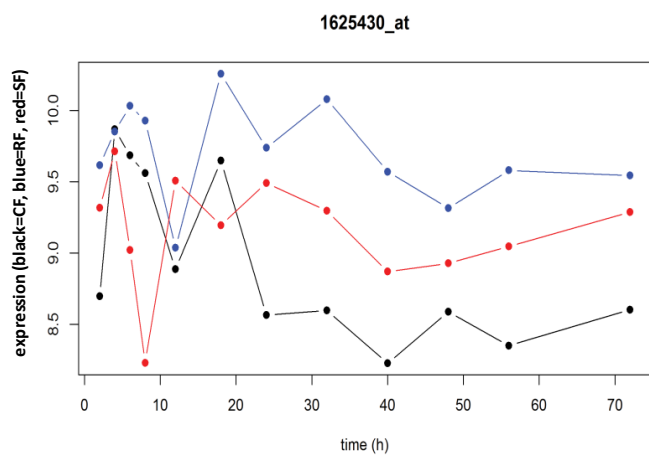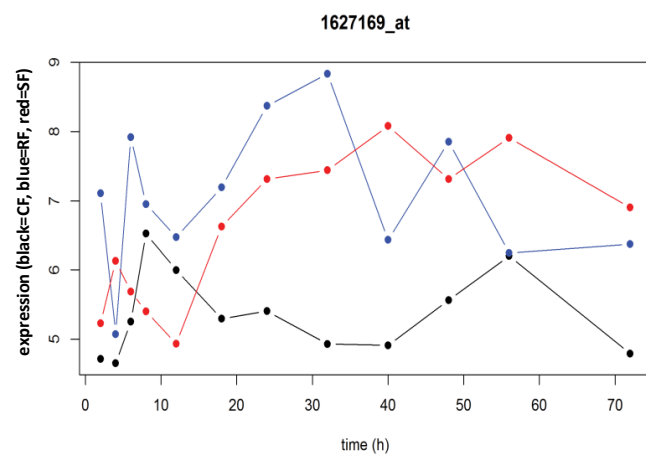

Figure S2

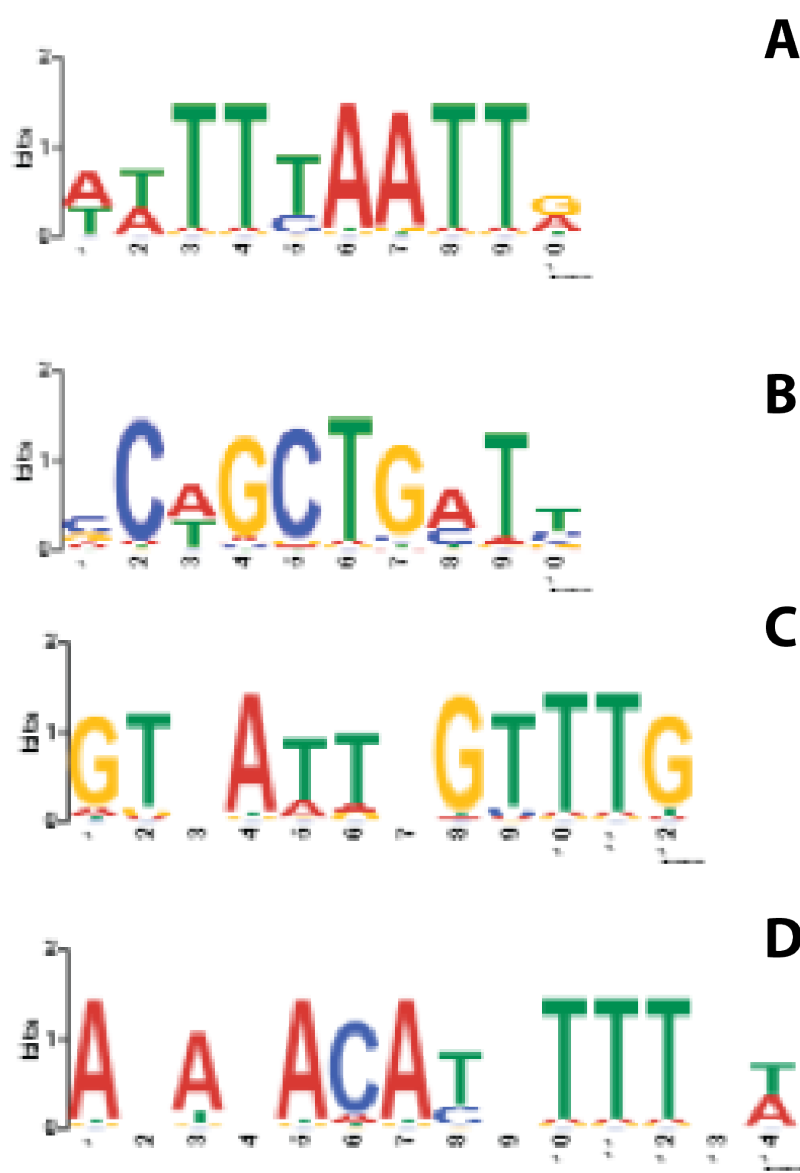

Figure S3

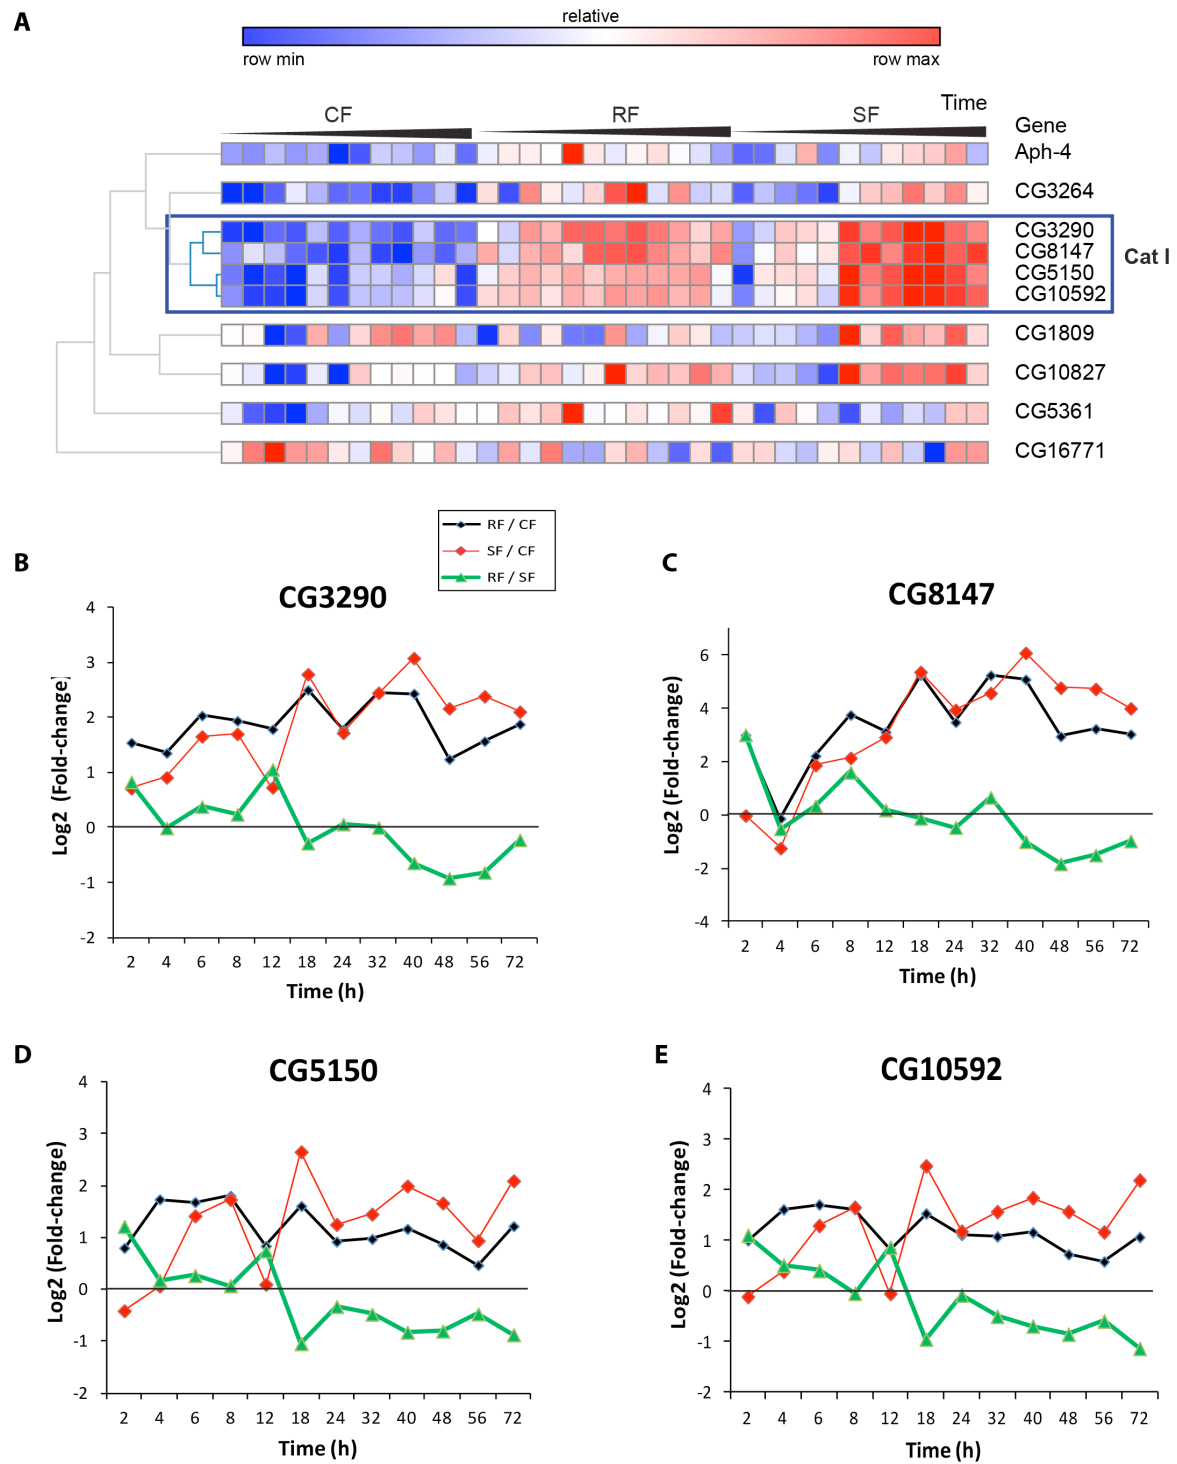

Figure S4

MICROARRAY

CG8147

1633540_at

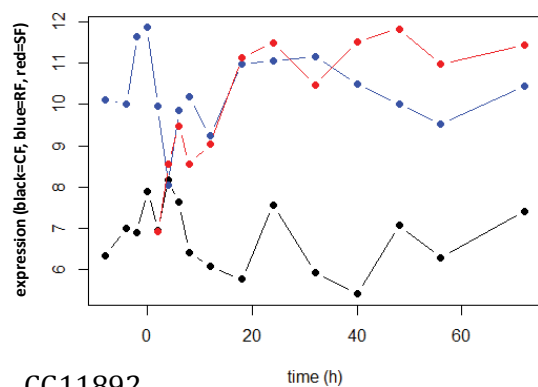

CG11892

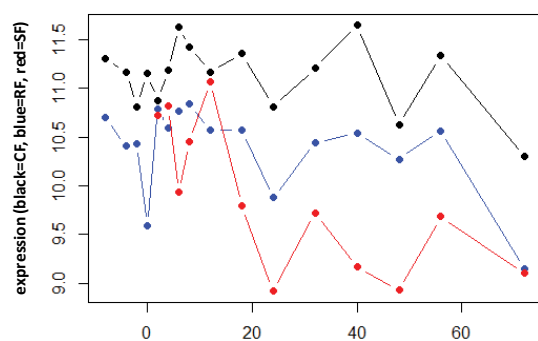

CG1698

1623083_at

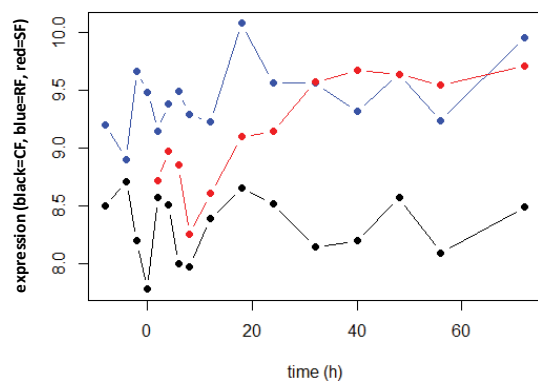

CG13947

1628376_x_at

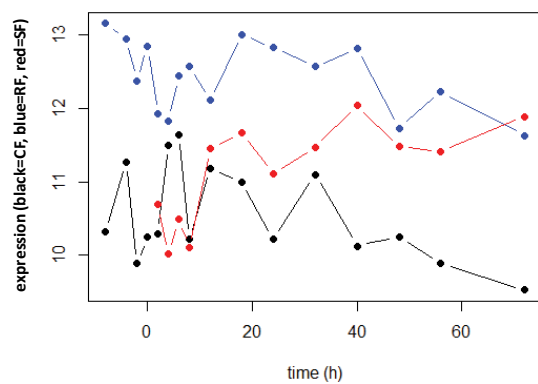

qPCR (normalized to CF 2h)

CG8147

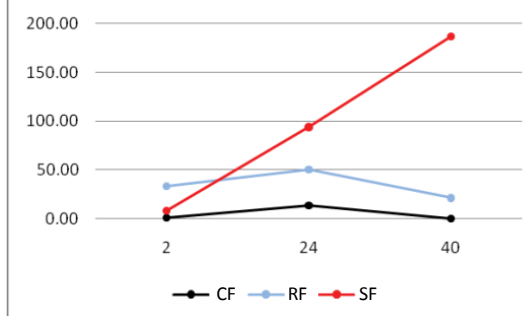

CG11892

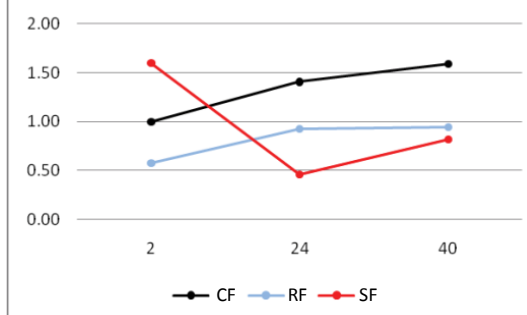

CG1698

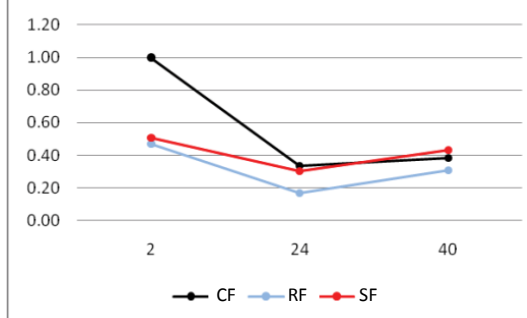

CG13947

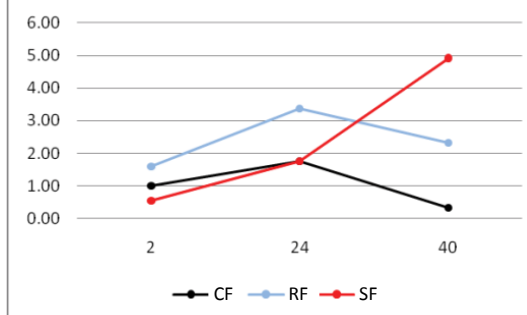

MICROARRAY

CG17100

1623277_at

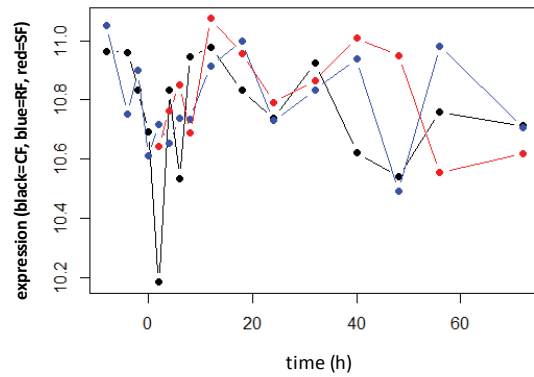

CG11425

1633796_at

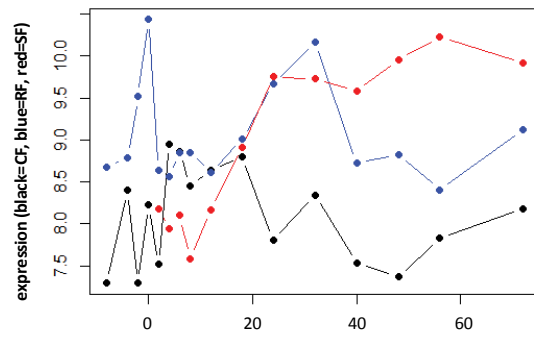

CG3290

1634529_at

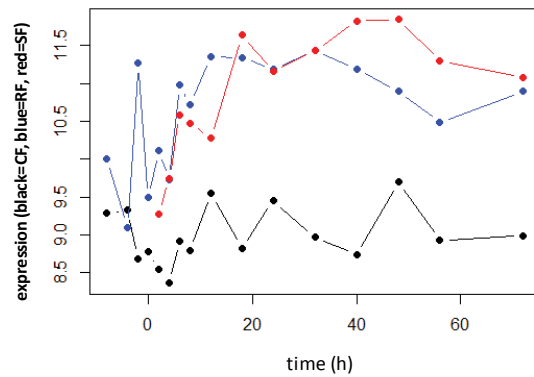

CG10514

1638424_at

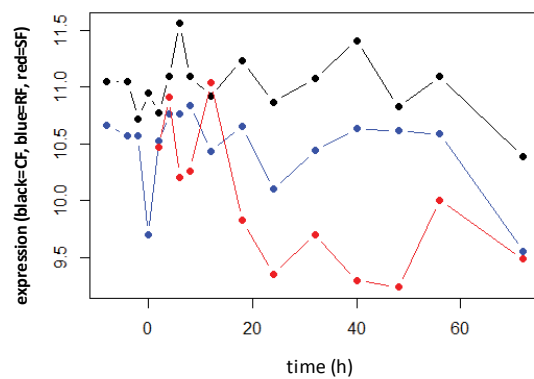

qPCR (normalized to CF 2h)

CG17100

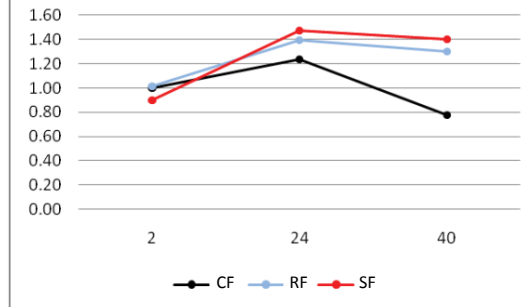

CG11425

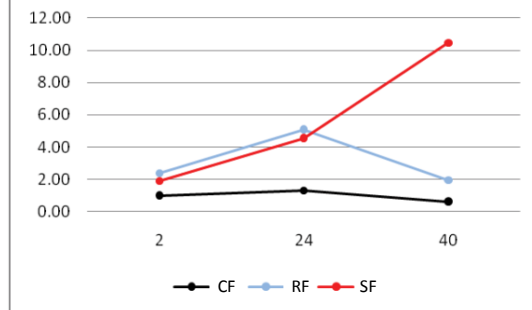

CG3290

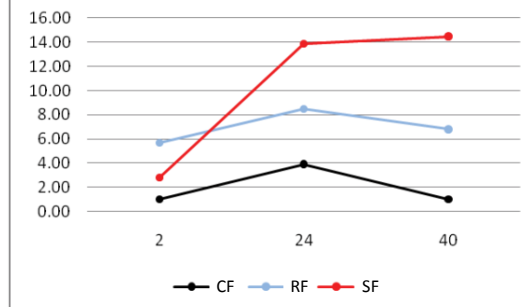

CG10514

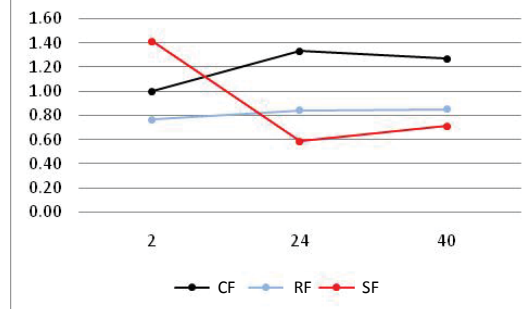

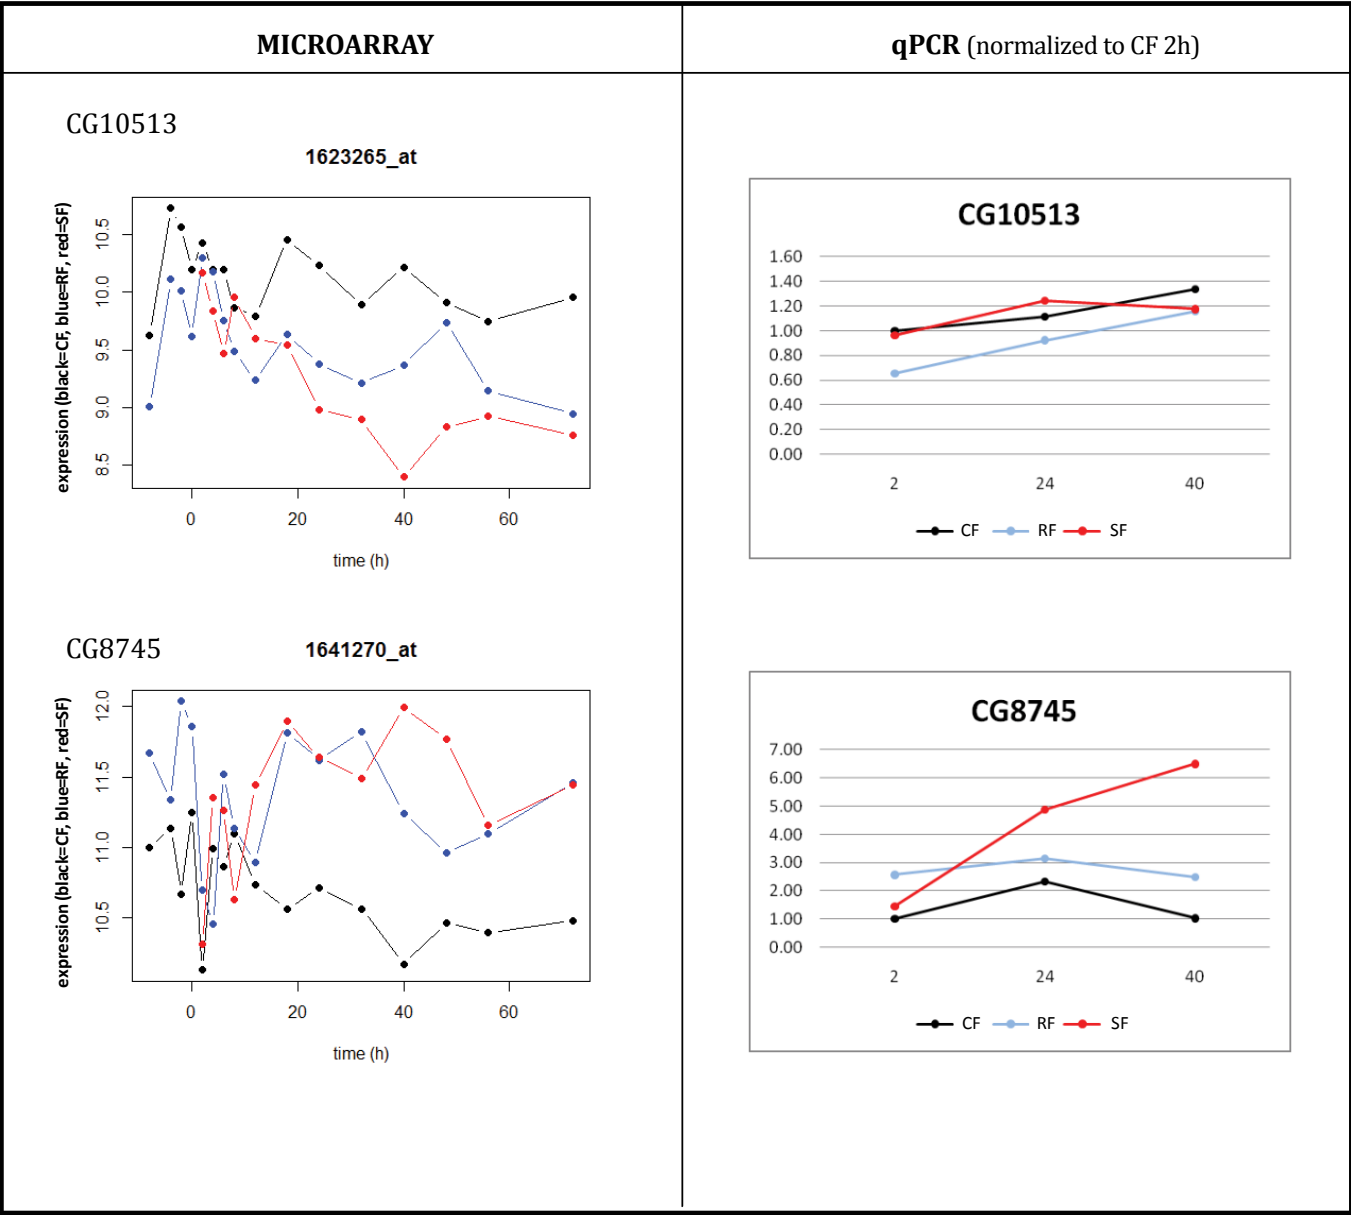

Figure S5

# Supplementary material for: Dietary switch reveals fast coordinated gene expression changes in Drosophila melanogaster
**Source:** Aging (Albany NY). 2014 May 14;6(5):355–68. doi: 10.18632/aging.100662
**Supplement:** Supplementary file 2

**Table S1 – Gene ontologies enriched for down- and up-regulated genes in RF versus CF**

^¶^ The Benjamini and Hochberg method was used for Multiple Hypothesis Test correction allowing a maximum value cutoff of 0.05

**Table S2 - Additional categories for genes displayed intermediate behaviors**

| **Cat.** | **Behavior** | **# genes** |
| --- | --- | --- |
| **V** | RF = CF  SF = CF  SF = RF | 12092 |
| **VI** | RF ≠ CF  SF = CF  SF = RF | 509 |
| **VII** | RF = CF  SF ≠ CF  SF = RF | 65 |
| **VIII** | RF = CF  SF = CF  SF ≠ RF | 61 |

**Table S3 – Gene ontologies enriched for genes in each of the four main classes of temporal responses to the switch in diet**

| **GO Term** | | **q value**^¶^ | **# genes** |
| --- | --- | --- | --- |
| **Category I: Genes Down-regulated** |  | | |
| single-organism metabolic process [GO:0044710] | | 1.15E-08 | 38 |
| [carboxylic acid metabolic process [GO:0019752]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0019752) | | 3.52E-06 | 16 |
| [oxidation-reduction process [GO:0055114]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0055114) | | 3.91E-06 | 21 |
| [organic acid metabolic process [GO:0006082]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006082) | | 5.14E-06 | 16 |
| [oxoacid metabolic process [GO:0043436]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0043436) | | 5.14E-06 | 16 |
| [small molecule metabolic process [GO:0044281]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0044281) | | 1.20E-04 | 21 |
| [monosaccharide metabolic process [GO:0005996]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0005996) | | 0.015809 | 6 |
| [hexose metabolic process [GO:0019318]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0019318) | | 0.017139 | 6 |
| [carbohydrate metabolic process [GO:0005975]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0005975) | | 0.017893 | 11 |
| [pentose-phosphate shunt [GO:0006098]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006098) | | 0.01837 | 3 |
| [NADPH regeneration [GO:0006740]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006740) | | 0.01837 | 3 |
| [glucose metabolic process [GO:0006006]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006006) | | 0.022655 | 5 |
| [monocarboxylic acid metabolic process [GO:0032787]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0032787) | | 0.035707 | 6 |
| [NADP metabolic process [GO:0006739]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006739) | | 0.0453 | 3 |
| **Category I: Genes Up-regulated** | |  | |

| Number of GO-enriched genes: 0 |  |  |
| --- | --- | --- |

| **Category II: Genes Down-regulated** | |  | | |
| --- | --- | --- | --- | --- |
| cellular lipid catabolic process [GO:0044242] | | | 0.00944 | 4 |
| [lipid catabolic process [GO:0016042]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0016042) | | | 0.017273 | 5 |
| [lipid metabolic process [GO:0006629]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006629) | | | 0.02063 | 8 |
| **Category II: Genes Up-regulated** |  | | | |
| electron transport chain [GO:0022900] | | | 2.09E-07 | 11 |
| [respiratory electron transport chain [GO:0022904]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0022904) | | | 2.31E-07 | 11 |
| [mitochondrial ATP synthesis coupled electron transport [GO:0042775]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0042775) | | | 3.18E-07 | 10 |
| [ATP synthesis coupled electron transport [GO:0042773]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0042773) | | | 4.50E-07 | 10 |
| [oxidative phosphorylation [GO:0006119]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006119) | | | 7.20E-07 | 10 |
| [energy derivation by oxidation of organic compounds [GO:0015980]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0015980) | | | 8.05E-07 | 12 |
| [cellular respiration [GO:0045333]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0045333) | | | 2.60E-06 | 11 |
| [proteolysis [GO:0006508]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006508) | | | 8.72E-06 | 24 |
| [generation of precursor metabolites and energy [GO:0006091]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006091) | | | 8.75E-06 | 12 |
| [mitochondrial electron transport, NADH to ubiquinone [GO:0006120]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0006120) | | | 8.99E-06 | 7 |
| [oxidation-reduction process [GO:0055114]](http://amigo.geneontology.org/cgi-bin/amigo/term_details?term=GO:0055114) | | | 0.009761 | 16 |
| **Category III: Genes Down-regulated** |  | | | |

| Number of GO-enriched genes: 0 |  |  |
| --- | --- | --- |

| **Category III: Genes Up-regulated** |  | | | |
| --- | --- | --- | --- | --- |
| Number of GO-enriched genes: 0 | |  | | |
| **Category IV: Genes Down-regulated** |  | | | |
| transmembrane transport [GO:0055085] | | | 0.016796 | 5 |
| **Category IV: Genes Up-regulated** |  | | | |
| Number of GO-enriched genes: 0 |  | | | |

^¶^ The Benjamini and Hochberg method was used for Multiple Hypothesis Test correction allowing a maximum value cutoff of 0.05

How the deposited data were processed for this re-analysis (not part of the article)

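RNA of head and thorax of female flies was measured on Affymetrix Drosophila 2.0 arrays. The table holds 38 arrays, of which 36 cover the CF, RF and SF cohorts at 12 time points from 2 to 72 hours after the diet switch, and 2 cover CF and RF at 0 hours. There was 1 array per cohort and time point, so no biological replicate exists within a time point, and the time points served as the replicates of each comparison. The number of arrays limits the precision.

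The values are log2 expression scores that the authors made by quantile normalization and RMA, as their methods state. The authors' PVAC filter was not applied to the table, in which all 18952 probe sets are present. The sources used here do not give software versions for these steps. Where the supplementary data file 1 could be read, over the first 1069 of the 18952 rows, its expression values equal those in the table to rounding. No set test was run on that file.

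Gene symbols came from the platform annotation and were matched to current RefSeq symbols. Of the probe sets, 13647 name 1 gene, 402 name several and 4903 name none, and 13544 of those with 1 gene were matched. For 79 probe sets the gene was taken from the paper's tables, a choice made after seeing the data. The 183 control probe sets were left out. The filter kept probe sets with a mean log2 score of at least 6 over the 36 arrays, which left 9420 of 18769 to be tested and 9349 below it.

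RF and CF, SF and CF, and SF and RF were compared with limma 3.58.1 in R 4.3.3, with the time point as a block and moderated t-tests. The p values of the 3 comparisons were adjusted together by the Benjamini-Hochberg method, with a threshold of 0.05. Categories follow the paper's definitions, applied to these calls. The paper's values for named genes had been seen before the tests were run. The genes printed are those the paper names, those among the 10 largest rises or falls of a comparison with the same sign at 11 or more time points, and the 4 members of each list with the largest change, with a few more that are marked in the text.

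Gene lists were tested with fry for a shift in 1 direction, which does not compare a list with other genes, and with camera, which does, at an estimated correlation within the list. The 75 tests of 25 lists in 3 comparisons were adjusted together, a choice made after seeing the data. Prosap was left out of the proteasome list, also after seeing the data. The lists cover pentose phosphate enzymes, glycolysis and gluconeogenesis, fatty acid beta-oxidation, fatty acid and triglyceride synthesis, oxidative phosphorylation, alkaline phosphatases, pteridine and folate metabolism, insulin-like peptides, insulin and FOXO signalling, storage and yolk proteins, maltases and amylases, midgut proteases, eggshell, germline, photoreceptor, flight muscle, antenna, antimicrobial peptides, heat shock proteins, glutathione S-transferases, the circadian clock, ribosomal proteins, the proteasome, the vacuolar ATPase and ribosome biogenesis. A list of male accessory gland and testis genes had 1 tested gene, Acp95EF, and was not tested as a list.

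The position of SF between CF and RF at a time point was computed on probe sets called from the other 11 time points. Early (2 to 18 hours) and late (24 to 72 hours) means were compared by an exact permutation test over 924 splits, and single probe sets by limma. Relations between list means over arrays were tested with 100000 permutations in R. Probe sets were annotated and figures drawn in Python 3.11.15. The steps were tested on simulated data, in which 42 of 50 changes of 0.6 between RF and CF were found and 7 of 9220 unchanged probe sets were called. The simulated position of 0.6 came out as 0.588.

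Alternatives covered the paired t-test of the paper's methods with either adjustment, other filters, other variance models, array weights, other normalizations, early or late time points alone, leaving out each time point, adding the 0-hour pair and ignoring the pairing. Fits with the eggshell mean or the first principal component as a covariate were added after seeing the data. Apart from the alternative that adds them as a pair, the arrays at 0 hours were held out of the tests. The starvation arrays the paper compares with were not analysed here, nor were Ilp6, Zw and CG943, for which no probe set is named.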

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

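The comparison of the SF position between early and late time points was chosen after the result was seen, and the other tests in this part were chosen in advance.

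The arrays at 0 hours were not used to make the calls between RF and CF given here, and the RF cohort had by then been on its diet. Of the 699 probe sets called between RF and CF, 529 (75.7%) had the same sign at 0 hours, with 295 of 449 among those higher in RF and 234 of 250 among those lower. Among the 8721 probe sets not called, 62.7% had the sign they have over the 12 time points. The slope of the 0-hour differences on the fitted ones was 0.90 and r was 0.601. The eggshell mean differed between the RF and CF arrays at 0 hours by -2.46, and that pair spread more widely than the other pairs, with an SD over probe sets of 0.469 against 0.254 to 0.426.

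The eggshell mean reached 12.8 on the highest of the 36 arrays, although RNA was taken from head and thorax. The paper does not report this variation.

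The flight muscle list was higher in RF than in CF (adjusted p = 0.00828, and 0.251 with an estimated correlation), with 10 of 12 genes higher over the list alone. The vacuolar ATPase list was higher in RF as well (adjusted p = 4.54e-05, and 0.0895 with an estimated correlation), with 18 of 20 genes positive and a median of 0.083. The ribosomal protein list was higher in SF than in RF (adjusted p = 0.0256, and 0.567 with an estimated correlation), with 31 of 32 genes positive, a median of 0.025, 0 genes called by limma or at an unadjusted p under 0.05, and 2 called by the paired t-test. That call ended with each array centred on its median (adjusted p = 0.425).

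The position of SF between CF and RF differed between early and late time points (exact permutation test, p = 0.013). CG11425 was the single probe set whose SF minus CF difference did, at 2.41 (adjusted p = 0.0171).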

How the results depend on the processing

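The alternatives were chosen in advance, apart from the fits with the eggshell mean or the first principal component as a covariate, which were chosen after the result was seen. Counts are probe sets, list values are adjusted p, and only values that changed are printed. The cause was not tested unless an alternative's construction gives it.

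With the base settings the calls were 449 higher and 250 lower in RF against CF, 52 and 118 in SF against CF, and 42 and 142 in SF against RF. Categories I, II, III, IV, VI, VII and VIII held 110, 141, 3, 9, 445, 48 and 31. With 1 time point left out the counts ran from 58 to 114 for Category I, 86 to 161 for Category II, 2 to 9 for Category III, 4 to 14 for Category IV, 334 to 546 for Category VI, 22 to 77 for Category VII, 20 to 78 for Category VIII, 307 to 551 for RF against CF higher, 179 to 265 for RF against CF lower, 29 to 68 for SF against CF higher, 65 to 155 for SF against CF lower, 28 to 51 for SF against RF higher, 91 to 218 for SF against RF lower and 0 to 1 for TOR pathway probe sets.

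With 6 early pairs (2 to 18 hours) the counts were 0 in Category I, 0 in Category II, 0 in Category III, 0 in Category IV, 17 in Category VI, 0 in Category VII, 1 in Category VIII, 12 higher in RF against CF, 5 lower in RF against CF, 0 higher in SF against CF, 0 lower in SF against CF, 1 higher in SF against RF and 0 lower in SF against RF. With 6 late pairs (24 to 72 hours) they were 193 in Category I, 279 in Category II, 24 in Category III, 52 in Category IV, 1227 in Category VI, 137 in Category VII, 134 in Category VIII, 949 higher in RF against CF, 774 lower in RF against CF, 207 higher in SF against CF, 199 lower in SF against CF, 177 higher in SF against RF and 312 lower in SF against RF, and 4 TOR pathway probe sets were called. At the late times the lists that no longer passed were ribosomal proteins SF against RF 0.108, fatty acid synthesis RF against CF 0.657, fatty acid synthesis SF against CF 0.198, beta-oxidation SF against CF 0.0998, glutathione S-transferases RF against CF 0.167, glycolysis SF against CF 0.0532, insulin and FOXO RF against CF 0.0817, insulin and FOXO SF against RF 0.0828, insulin-like peptides SF against RF 0.0553, midgut proteases RF against CF 0.133, pentose phosphate RF against CF 0.0793 and pentose phosphate SF against CF 0.133, and those that came to pass were flight muscle SF against RF 0.0232, germline RF against CF 0.0368 and photoreceptor RF against CF 0.0242. The lists past the threshold in SF against CF went from 6 to 2. inaD in SF against CF went from -0.072 to 0.38 (adjusted p = 0.0258), the 1 named value of 357 that reversed. With 6 pairs in place of 12 a test has less power, and yet the late counts rose. With the eggshell covariate the late RF against CF calls were 209 in place of 1723.

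Ignoring the pairing by time, with no block, gave 52 in Category I, 1 in Category III, 3 in Category IV, 168 in Category VI, 67 in Category VIII, 212 higher in RF against CF, 126 lower in RF against CF, 34 higher in SF against CF and 74 lower in SF against CF. The lists fatty acid synthesis RF against CF 0.663, glutathione S-transferases RF against CF 0.0604, glycolysis SF against RF 0.199, insulin and FOXO SF against RF 0.052 and midgut proteases RF against CF 0.0504 ended, and flight muscle SF against RF 0.0283 passed. A single fit of the 3 cohorts gave 11 in Category III, 24 in Category IV, 246 in Category VI, 135 in Category VII, 94 in Category VIII, 92 higher in SF against CF, 206 lower in SF against CF, 67 higher in SF against RF and 243 lower in SF against RF.

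Array weights gave 242 in Category I, 483 in Category II, 46 in Category III, 50 in Category IV, 785 in Category VI, 130 in Category VII, 323 in Category VIII, 955 higher in RF against CF, 601 lower in RF against CF, 210 higher in SF against CF, 258 lower in SF against CF, 263 higher in SF against RF and 639 lower in SF against RF, and 1 TOR pathway probe set was called. Adjusting each comparison on its own gave 73 in Category I, 5 in Category IV, 756 in Category VI, 11 in Category VII, 12 in Category VIII, 28 higher in SF against CF, 63 lower in SF against CF and 88 lower in SF against RF, since the threshold then no longer borrows from the comparison with more calls. An intensity trend gave 5 in Category III, no filter 31 in Category VII, and the paired t-test 49 in Category VIII with the Benjamini-Hochberg adjustment and 62 in Category VIII with Storey's.

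Centring each array on its median gave 5 in Category IV. The lists ribosomal proteins SF against RF 0.425, fatty acid synthesis RF against CF 0.275, fatty acid synthesis SF against CF 0.063, glycolysis SF against RF 0.12, insulin and FOXO SF against RF 0.063 and oxidative phosphorylation SF against RF 0.0637 ended and heat shock proteins RF against CF 0.0462 passed, and the lists past the threshold in SF against RF went from 7 to 3.

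The eggshell covariate gave 228 in Category II, 10 in Category III, 18 in Category IV, 105 in Category VIII, 90 higher in SF against RF and 271 lower in SF against RF. The lists ribosomal proteins SF against CF 0.0309, fatty acid synthesis SF against RF 0.0432, flight muscle SF against RF 0.0091, glutathione S-transferases SF against CF 0.0432, glycolysis RF against CF 0.0196, heat shock proteins RF against CF 0.0162, insulin-like peptides SF against CF 0.0131, folate RF against CF 0.00155, folate SF against CF 0.0145 and storage proteins SF against RF 0.0145 came to pass, and lists past the threshold in SF against CF went from 6 to 10. With that covariate the early RF against CF calls were 21 higher and 6 lower, and the late ones 157 higher and 52 lower. The first principal component gave 200 in Category I, 9 in Category III, 15 in Category IV, 83 in Category VII, 68 in Category VIII, 378 lower in RF against CF, 118 higher in SF against CF, 189 lower in SF against CF and 99 higher in SF against RF.

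With camera at an estimated correlation 0 lists passed, where fry passed 13 in RF against CF, 6 in SF against CF and 7 in SF against RF. The values were alkaline phosphatases RF against CF 0.0895, alkaline phosphatases SF against CF 0.0895, ribosomal proteins SF against RF 0.567, fatty acid synthesis RF against CF 0.722, fatty acid synthesis SF against CF 0.251, beta-oxidation RF against CF 0.108, beta-oxidation SF against CF 0.108, flight muscle RF against CF 0.251, glutathione S-transferases RF against CF 0.279, glycolysis SF against CF 0.0895, glycolysis SF against RF 0.251, insulin and FOXO RF against CF 0.229, insulin and FOXO SF against RF 0.229, insulin-like peptides RF against CF 0.0895, insulin-like peptides SF against RF 0.221, maltases and amylases RF against CF 0.0967, maltases and amylases SF against RF 0.0895, midgut proteases RF against CF 0.279, oxidative phosphorylation RF against CF 0.251, oxidative phosphorylation SF against RF 0.251, pentose phosphate RF against CF 0.221, pentose phosphate SF against CF 0.108, storage proteins RF against CF 0.0895, storage proteins SF against CF 0.0895, vacuolar ATPase RF against CF 0.0895 and vacuolar ATPase SF against RF 0.108. This test allows for correlation among a list's genes and compares them with the other genes, so it tests another question than fry.

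Category I alone put SF at 0.633 at 2 to 8 hours (0.127 for all calls), 1.12 at 24 to 72 hours (0.610) and 0.897 over 12 time points (0.416). Taking the switch from a single time point put 94 Category II probe sets nearer to RF by 6 hours (17 with the next time point).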

Differences from the paper's values

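The settings were chosen before the data were examined, apart from the covariate fits, which were chosen after the result was seen. A difference is given where the value here and the paper's differ by more than 1.5 times.

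The paper reports that 62.6% of its RF and CF differences were lower in RF, and here 35.77% of the calls were. Of 28 settings, 1 came within range, the late time points alone at 44.92%. The paper's own comparison with starvation gives 172% as many rises as falls, against 179.6% here, and that figure and the 62.6% differ in direction within the paper.

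Category III holds 7 genes in the paper and 3 probe sets here. Of 27 settings, 4 came within range, with 5 under an intensity trend, 6 without 4 hours, 9 without 12 hours and 5 without 24 hours. Category VIII holds 61 in the paper and 31 here. Of 27 settings, 7 came within range, with 49 and 62 by the paired t-test under the Benjamini-Hochberg and Storey adjustments, 67 without the pairing, and 47, 59, 78 and 42 without 2, 4, 12 and 72 hours.

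The paper gives 53 Category II genes lower in RF, against 34 here. Of 27 settings, 5 came within range, with 41 by the paired t-test under Storey's adjustment, 46 with a single fit, 39 with an intensity trend, and 36 and 37 without 4 and 8 hours. It gives 4 Category IV genes higher in SF, against 1 here. Of 27 settings, 2 came within range, with 3 under a single fit and 3 without 8 hours. It gives 28 oxidative phosphorylation genes higher in RF, against 12 of the list used here, which is not the paper's. Of 28 settings, 2 came within range, with 20 under Storey's adjustment and 33 with array weights. Others went further from the paper's count, with 5 to 7 without 2, 8, 18, 24, 32, 40, 48, 56 or 72 hours, 5 with no filter, 6 with each array centred on its median and 0 at 2 to 18 hours alone.

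The paper's folds of 0.04 for Lsp2 and 28.79 for CG8147 equal e raised to the log2 difference (0.0420 and 28.8), while 2 raised to it gives 0.111 and 10.3. The paper states that no other alkaline phosphatase behaved like its 4, and here Alp8, Alp4 and Alp5 were also higher in RF, while their SF changes were not called. Adjusted over the list of 9 alone, the SF changes of Alp8 (adjusted p = 0.00570), Alp4 (0.00588) and Alp5 (0.0309) passed. The paper describes Ilp2 as similar among the cohorts and also places it in Category VI, and here Ilp2 was lower in RF at -0.54 (adjusted p = 0.0299). That call ended with the paper's paired t-test under the Benjamini-Hochberg adjustment (adjusted p = 0.0651), without 2, 6, 8, 18, 48 or 72 hours (0.0520 to 0.0635) and at 24 to 72 hours alone, where the difference was -0.22 (0.144). The paper finds folate biosynthesis up, and here alkaline phosphatases rose, while of 10 other genes of pteridine, folate and methyl-group metabolism 0 were called higher in RF or SF (0 and 1 adjusted over the list alone). This list is not the set of pathway genes the paper used.

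Several genes fell in another category than the paper's. Mal-A1, given as refractory, was in Category VI, and it was called between SF and RF by the single fit (adjusted p = 0.0385), an intensity trend (0.0352), array weights (0.00870), quantile normalization (0.0469), Storey's adjustment (0.0444), the fit without 8 hours (0.0170), and the eggshell (0.0228) and first principal component (0.0128) covariates. CG6543 (Echs1) was called in no comparison, and between RF and CF it was with array weights (0.0329) and Storey's adjustment (0.0353). klu was called between RF and CF with each comparison adjusted on its own (0.0328), array weights (0.0211), the eggshell covariate (0.0275), and without 4 hours (0.0168) or 40 hours (0.0449). CG17333 (Pgls) was called between RF and CF with each comparison adjusted on its own (0.0437) and with the eggshell (0.0409) and first principal component (0.0339) covariates.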

Other observations

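Vha100-4, a vacuolar ATPase subunit gene, was higher in RF than in CF by 0.53 (SE 0.066, adjusted p = 4.95e-04) and lower in SF than in RF at -0.51 (SE 0.12, adjusted p = 0.0284), a call that ended without 6, 24, 32, 40, 48 or 72 hours (adjusted p = 0.0506 to 0.0622), so it fell in Category II. Vha14-1 was higher in RF by 0.11 (SE 0.028, adjusted p = 0.0458), a call that ended without any 1 of the 12 time points (adjusted p = 0.0523 to 0.108). As a list the 20 subunits were lower in SF than in RF (adjusted p = 0.00474, and 0.108 with an estimated correlation). Mal-A8 fell in RF by 0.55 on the log2 scale (adjusted p = 5.26e-04) and changed in SF by -0.47 (adjusted p = 0.0223), a call that ended without 18 or 72 hours (adjusted p = 0.0532 to 0.0555), unlike the maltases Mal-A3 and Mal-A4. GstE9 was -0.25 (SE 0.047, adjusted p = 0.0088) in RF minus CF and -0.37 (SE 0.075, adjusted p = 0.0122) in SF minus CF. The glutathione S-transferases as a list did not pass in SF (adjusted p = 0.0696).

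Among olfactory genes, lush rose in RF by 0.48 (SE 0.1, adjusted p = 0.014) and Obp69a by 0.46 (SE 0.12, adjusted p = 0.0448), a call that ended without 8, 18, 24, 32, 40, 48 or 72 hours (adjusted p = 0.0723 to 0.101), while Obp56d fell by 0.25 (adjusted p = 0.0176), and the antenna list did not pass (adjusted p = 0.211). In RF minus CF aub, a germline gene, was -0.30 (SE 0.072, adjusted p = 0.0341), a call that ended without any 1 time point other than 4, 6, 12 or 48 hours (adjusted p = 0.0501 to 0.0819), and the germline list did not pass (adjusted p = 0.0960). Non1, a ribosome biogenesis gene, rose in SF by 0.20 (SE 0.05, adjusted p = 0.0425), a call that ended without any 1 time point other than 2 or 4 hours (adjusted p = 0.0634 to 0.0978), and that list did not pass in RF (adjusted p = 0.220) or SF (adjusted p = 0.642). Heat shock proteins (adjusted p = 0.0565), photoreceptor genes (0.704) and antimicrobial peptides (0.196) did not pass in RF either. Acp95EF, the single male gland gene tested, was 0.019 (adjusted p = 0.885) in RF minus CF.

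For the eggshell pattern below, the tests of ovary tissue and of abdomen with its gut were chosen after the result was seen, as were the midgut test of the alkaline phosphatases and the limma test of RF minus CF between early and late time points. The other tests were chosen in advance of their results, but those with the eggshell covariate use a fit that was chosen after seeing the data.

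Eggshell and germline transcripts varied together over the 36 arrays (r = 0.804), while photoreceptor (r = -0.768) and flight muscle (r = -0.700) means went the other way, so ovary tissue in some of the samples is a candidate explanation. Diet does not account for it, since cohort explained 2.52% of the variance of the eggshell mean. A normalization that acts on all probe sets of 1 level alike would give sets of the same level an SD as large, and the median of such sets was 8.08% of it. Whether gut came along cannot be told apart, as the midgut mean followed the eggshell mean with r = 0.267 (adjusted permutation p = 0.150). Renormalizing left the SD at 100% of its value, but the values were already quantile normalized, so this decides nothing.

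Oxidative phosphorylation genes were higher in RF than in CF, and ovary tissue as the cause is argued against by a median change of 93.2% of its size with the eggshell covariate (adjusted p = 7.30e-04 from fry). More flight muscle in the RF samples may explain it, since the differences of both lists went together over 12 time points (r = 0.750, rho = 0.552 with permutation p = 0.0656 for rho, and r = 0.529 without the 2 farthest). Of the 12 flight muscle genes, 7 were called higher in RF and 1 lower. The 1 lower was Act88F, the actin gene of flight muscle, which a larger muscle share alone would not lower. A change of respiration with the diet stays open as well, and the relation of both lists cannot separate it from muscle share.

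Fewer probe sets were called between RF and CF at the early than at the late time points. A single deviating early time point is argued against, since leaving out 1 gave at most 3 early calls. A smaller effect of diet at the early times stays open. The median ratio of the early to the late difference was 0.855 over the calls, but these were selected on all 12 time points, and 561 of 699 had 1 sign at 11 or 12 of them, so the ratio decides nothing. By limma 0 probe sets differed between early and late, with 2043 at an unadjusted p under 0.05, and on calls made from the other 11 time points RF lay at 0.719 ± 0.26 (SD) at 2 to 8 hours and 0.974 ± 0.13 at 24 to 72 hours. More ovary tissue variation among the early arrays may contribute, with 27 early calls under the eggshell covariate, 1.57% of the late calls and 12.9% of the late calls with the same covariate, so it cannot be told apart from other sources of spread. The median SD of the differences was 0.221 early and 0.159 late. On the late side, calls fell from 1723 to 209 with the eggshell covariate, below the 463 to 1590 without 1 late time point. At these times the germline list was lower in RF (adjusted p = 0.0368 from fry) and the photoreceptor list higher (0.0242). The eggshell list did not pass (0.264). Part of the late excess may thus go with the makeup of the samples, which was not tested apart from diet.

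For the alkaline phosphatases, whose median in RF minus CF was 1.17, a larger share of midgut would raise the maltases and the midgut proteases by about as much. The median of the maltases was -0.446 (SD 0.387 over 11 genes). The proteases were higher in RF (adjusted p = 0.00828, and 0.279 with an estimated correlation), which goes with a larger share, but their median was 0.116 (SD 0.433 over 23 genes). Hybridisation shared between related genes would make the differences go together, and their median r over 21 pairs was 0.22, from -0.21 to 0.96. Neither is the whole cause of the rise of these genes as a set, and whether a midgut share adds a part of it stays open.

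With cohort labels flipped within pairs of the same time, other splits of the arrays gave as many calls as the real one in 1 of 100 draws for RF against CF, the real one included (699 calls, 44 at most in the others), in 1 of 100 for SF against CF (170, 81), in 3 of 100 for SF against RF (184, 1210) and in 2 of 100 for early against late (1, 4). For RF against CF and SF against CF no other draw reached the real count, which argues against chance. A share of 1 in 100 is the smallest that 100 draws can give. For SF against RF and for early against late the share of draws was under 0.05 too. Other splits gave more calls than the real one there, so chance is argued against less firmly. The split with 1210 calls had an eggshell difference of -0.883 against 0.293 in the real one, and whether that difference brought its calls was not tested.

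The pairs of arrays collected at the same time shared variation in most time points for RF against CF, with a median correlation of 0.51, and less so for SF against CF (0.15) and SF against RF (0.071). For SF against CF it was -0.39, -0.60 and -0.52 at 2, 6 and 8 hours, and 0.71 at 4 hours. For SF against RF it was negative at 2, 4, 6, 8 and 12 hours, down to -0.68 at 8 hours. Where the correlation was negative the pairing removed no shared variation, and the SF calls rest on these pairs too.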
